# NuRD mediates mitochondrial stress–induced longevity via chromatin remodeling in response to acetyl-CoA level

**DOI:** 10.1126/sciadv.abb2529

**Published:** 2020-07-31

**Authors:** Di Zhu, Xueying Wu, Jun Zhou, Xinyu Li, Xiahe Huang, Jiasheng Li, Junbo Wu, Qian Bian, Yingchun Wang, Ye Tian

## Abstract

Mild mitochondrial stress experienced early in life can have beneficial effects on the life span of organisms through epigenetic regulations. Here, we report that acetyl–coenzyme A (CoA) represents a critical mitochondrial signal to regulate aging through the chromatin remodeling and histone deacetylase complex (NuRD) in *Caenorhabditis elegans*. Upon mitochondrial stress, the impaired tricarboxylic acid cycle results in a decreased level of citrate, which accounts for reduced production of acetyl-CoA and consequently induces nuclear accumulation of the NuRD and a homeodomain-containing transcription factor DVE-1, thereby enabling decreased histone acetylation and chromatin reorganization. The metabolic stress response is thus established during early life and propagated into adulthood to allow transcriptional regulation for life-span extension. Furthermore, adding nutrients to restore acetyl-CoA production is sufficient to counteract the chromatin changes and diminish the longevity upon mitochondrial stress. Our findings uncover the molecular mechanism of the metabolite-mediated epigenome for the regulation of organismal aging.

## INTRODUCTION

Metabolic homeostasis and aging are intimately linked (*1*). The cellular processes that respond to metabolic stress will influence the bioenergetic status of the cells, thus affecting the fitness of the entire organism. Metabolic stress in early life appears to be capable of restructuring chromatin, leaving a durable epigenetic change that may even influence the aging process (*2*).

A regulatory center for these epigenetic changes lies in the mitochondria (*3*). In addition to generating the bulk of adenosine 5′-triphosphate (ATP) through the tricarboxylic acid (TCA) cycle and oxidative phosphorylation (OXPHOS) to maintain cellular homeostasis, mitochondria also participate in biosynthesis of molecules such as lipids, heme, iron-sulfur clusters, and intermediate metabolites that can signal to the rest of the cell, making mitochondria central to diverse biological processes (*4*). Therefore, continuous communication between mitochondria and the nucleus allows cells and organisms to integrate nutrient availability and energy demand to ensure metabolic homeostasis (*5*).

Although complete or near-complete loss of mitochondrial function is detrimental, partial suppression of the mitochondrial activity has been shown to promote longevity in worms, flies, and mice (*6*–*9*). Work in *Caenorhabditis elegans* has shown that decreasing mitochondrial electron transport chain (ETC) activity during early life induces extensive chromatin restructuring that is essential for activation of the mitochondrial unfolded protein response (UPR^mt^), a process that promotes the recovery of mitochondrial protein homeostasis and stress-induced longevity (*10*, *11*). Specifically, mitochondrial stress–induced global chromatin compaction is manifested by histone H3K9 methyltransferase SETDB1/MET-2 and its cofactor ATF7IP/LIN-65 to avoid transcription of nonessential genes under stress conditions, while the activation of the stress-related UPR^mt^ genes is mediated by the histone H3K27 demethylases JMJD-1.2 and JMJD-3.1, thus eliciting a persistent response resulting in life-span extension (*11*, *12*).

UPR^mt^ is a transcriptional response to induce expression of mitochondrial chaperones and proteases to restore protein homeostasis within mitochondria (*13*). Moreover, UPR^mt^ also promotes the rewiring of cellular metabolism to relieve mitochondrial stress and promote survival (*14*). In *C. elegans*, UPR^mt^ is induced when mitochondrial protein homeostasis is disrupted, leading to a decreased import efficiency, thus allowing the transcription factor (TF) ATFS-1 to enter the nucleus instead of being imported to the mitochondria where it is quickly degraded (*15*). Another TF and chromatin remodeling factor DVE-1 also participate in the UPR^mt^ signaling, but unlike ATFS-1, its nuclear translocation is not dependent on the mitochondrial import efficiency (*16*). The signal generated from stressed mitochondria that regulates DVE-1 nuclear translocation and induces chromatin reorganization remains unknown.

It is increasingly recognized that the metabolic status of a cell exerts a profound and dynamic influence on global chromatin modifications since many metabolic intermediates [e.g., folate, acetyl–coenzyme A (acetyl-CoA), and α-ketoglutarate (α-KG)] act as substrates for enzymes that modify signaling proteins, metabolic enzymes, and chromatin proteins (*17*). Mitochondria are the key suppliers of metabolites for epigenetic regulation. Acetyl-CoA is a substrate for histone and protein acetylation (*18*, *19*), while levels of methyl donor *S*-adenosylmethionine can influence histone and DNA methylation (*20*). In addition, α-KG generated in the TCA cycle in the mitochondria serves as an essential cofactor of the histone demethylases and DNA methylases; conversely, succinate and fumarate inhibit these α-KG–dependent enzymes (*21*). Thus, mitochondrial perturbations could alter the nuclear epigenome through various mitochondrial-derived metabolites to regulate cell proliferation and the aging process.

Here, we studied the homeodomain-containing TF DVE-1 that is essential for the UPR^mt^ and identified the nucleosome remodeling and histone deacetylase (NuRD) complex that mediate DVE-1 subcellular localization in response to mitochondrial stress. We further found that the decreased level of mitochondrial-derived acetyl-CoA upon perturbations of mitochondrial function decreased histone acetylation levels, enabling global chromatin reorganization manifested by the NuRD complex. Restoration of the acetyl-CoA level by providing substrates and nutrients required for acetyl-CoA production prevented the decrease of histone acetylation and inhibited the chromatin reorganization under mitochondrial stress conditions. Collectively, our results revealed that acetyl-CoA is the signal for the dysfunctional mitochondria that regulates organismal aging through NuRD-mediated chromatin remodeling.

## RESULTS

### The NuRD complex is required for UPR^mt^ signaling

Previous work has established that mitochondrial perturbations induce nuclear redistribution of DVE-1, a TF that is essential for the UPR^mt^ in *C. elegans (**11*, *16*). To search for the DVE-1 interacting proteins, we performed DVE-1::GFP (green fluorescent protein) immunoprecipitation (IP) of control and *cco-1* (cytochrome C oxidase-1; a subunit of complex IV in the ETC) RNA interference (RNAi)–treated animals and used mass spectrometry (MS) to identify proteins that potentially interact with DVE-1. The MS analysis revealed that the NuRD complex interacts with DVE-1 under both normal and mitochondrial stress conditions (Fig. 1A). The NuRD complex is a highly conserved regulator for chromatin structure and transcription and contains ATP-dependent remodeling enzyme Mi-2/LET-418, histone deacetylase 1/HDA-1, and other components including MTA/LIN-40, RBBP/LIN-53, and P66/DCP-66 (Fig. 1B) (*22*). The subunits of the NuRD complex were all identified in the DVE-1::GFP IP-MS analysis (see data file S1 for the IP-MS list).

**Fig. 1:**
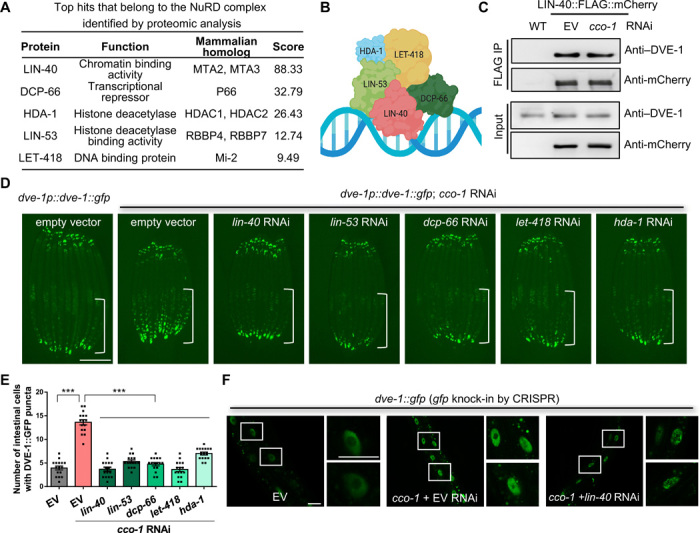
Identification and characterization of DVE-1–associated NuRD complex in UPR^mt^ signaling. (**A**) List of DVE-1–interacting proteins that belong to the NuRD complex identified by IP-MS experiments. *Dve-1p::dve-1::gfp* transgenic worms grown on empty vector (EV) and *cco-1* RNAi bacteria were used for anti-GFP IP and MS. All proteins that belong to the NuRD complex were detected multiple times in three biological replicates. Score reflects the combined scores of all observed mass spectra that can be matched to amino acid sequences within a protein. A higher score indicates a more confident match. (**B**) Simplified model of NuRD complex subunits in *C. elegans*. (**C**) Validation of the interaction between DVE-1 and the NuRD complex. *Lin-40p::lin-40::Flag::mCherry* transgenic animals grown on EV or *cco-1* RNAi bacteria were used for in vivo IP experiments followed by Western blot analyses using anti–DVE-1 antibody. Wild-type (WT) animals were used as negative control. (**D**) Representative photomicrographs of *dve-1p::dve-1::gfp* reporter in day-1 adult animals grown on EV, *cco-1* + EV, *cco-1* + *lin-40*, *cco-1* + *lin-53*, *cco-1* + *dcp-66*, *cco-1* + *let-418*, or *cco-1* + *hda-1* double-RNAi bacteria from hatch. The posterior region of the intestine where DVE-1::GFP is induced or suppressed is highlighted with a white line. Scale bar, 250 μm. (**E**) Quantification of the number of intestinal nuclei with GFP signal per worm. The treatment is as shown in (D). ***P < 0.0001 via *t* test. Error bars, SEM; *n* ≥ 15 worms. (**F**) Representative photomicrographs of *dve-1::gfp* animals grown on EV, *cco-1* + EV, or *cco-1 + lin-40* double-RNAi bacteria from hatch. Dash rectangles highlight the areas enlarged and shown on the right. Scale bars, 25 μm.

To confirm this coimmunoprecipitation result, we generated transgenic animals expressing *lin-40p::lin-40::Flag::mCherry*, the scaffolds for NuRD complex assembly, and also developed an antibody against DVE-1 in *C. elegans* (fig. S1A). The reciprocal LIN-40::FLAG::mCherry pulldowns also identified DVE-1 as an interacting partner for the NuRD complex under both normal and mitochondrial stress conditions (Fig. 1C). In addition, we undertook an unbiased ethylmethane sulfonate mutagenesis screen to identify genes that are essential for nuclear accumulation of DVE-1::GFP in the intestine of animals in response to the neuronal mitochondrial stress, the cell-nonautonomous UPR^mt^ model that we established in our previous study (*23*). The induction of the UPR^mt^ in the neurons can be communicated to peripheral tissues (e.g., intestine) that have not experienced the stress, preparing the entire organism to cope with local mitochondrial perturbations (*10*). Coincidently, one of the mutants, *lin-40*(*yth27*, G612E), showed a strong suppression of the DVE-1::GFP signal in the intestinal nuclei in response to both neuronal mitochondrial stresses and *cco-1* RNAi treatment. Furthermore, the suppression phenotype in *lin-40*(*yth27*) mutants can be rescued by the transgene *lin-40p::lin-40::Flag::mCherry* (fig. S1, B and C). Likewise, RNAi against other components of the NuRD complex such as *lin-53*, *dcp-66*, and *let-418* and histone deacetylase *hda-1* also showed similar suppression of DVE-1::GFP signal in the intestine upon *cco-1* RNAi treatment (Fig. 1, D and E). The role of the NuRD complex in the regulation of DVE-1 nuclear localization upon mitochondrial stress was further verified in animals with CRISPR-Cas9–mediated GFP knock-in at the locus of endogenous *dve-1* C terminus (*dve-1::gfp*). *lin-40* mutants showed a lower level of *dve-1::gfp* signal in the intestinal nuclei compared to wild-type (WT) control animals under *cco-1* RNAi conditions (Fig. 1F). In addition, suppression of the DVE-1::GFP signal was not due to the down-regulation of *dve-1* transcription in the absence of the NuRD complex subunits (fig. S1, D to H).

To test whether the NuRD complex was specifically required for the mitochondrial stress response, we examined the involvement of the NuRD complex in either the endoplasmic reticulum (ER) or cytoplasmic UPR response. To this end, we fed *lin-40* RNAi bacteria to animals harboring a reporter (*hsp-4p::gfp*) for the UPR^ER^ (*24*). Animals were then treated with tunicamycin, an ER-specific stressor that blocks N-linked glycosylation and induces UPR^ER^ (*25*). *lin-40* did not affect the up-regulation of the *hsp-4p::gfp* reporter by tunicamycin (fig. S1I). Similarly, we observed that animals grown on *lin-40* RNAi bacteria were fully capable of eliciting a heat shock response, as measured by the *hsp-16.2p::gfp* reporter (fig. S1J) (*26*). Collectively, these results indicate that the NuRD complex plays a specific role in regulating the mitochondrial stress response.

### NuRD complex subunits accumulate in the nucleus in response to the mitochondrial stress

To understand how the NuRD complex is regulated under mitochondrial stress conditions, we examined the expression and the localization of the NuRD complex components upon *cco-1* RNAi treatment. The expression level of the *lin-53p::gfp* reporter was slightly up-regulated upon *cco-1* RNAi treatment in the intestine in which tissue UPR^mt^ induction typically appears strongest upon mitochondrial perturbation (fig. S2A). The endogenous mRNA levels of other NuRD subunits, including *lin-40*, *hda-1*, and *let-418*, were also up-regulated upon *cco-1* RNAi treatment (fig. S2B).

Next, to determine whether the NuRD complex is regulated posttranslationally, we created transgenic animals expressing the subunits of the NuRD complex, *lin-40p::lin-40::Flag::mCherry* and *lin-53p::lin-53::gfp*. Similar to the behavior of the DVE-1::GFP, both LIN-40::Flag::mCherry and LIN-53::GFP fluorescent signals became stronger and accumulated in the nuclei of the intestine upon *cco-1* RNAi treatment (Fig. 2, A to D). Western blot analyses against mCherry expression indicated that LIN-40::mCherry protein levels accumulated after prolonged mitochondrial stress (fig. S2, C and D). Likewise, the animals with the CRISPR-Cas9–mediated GFP knock-in at the endogenous *lin-40* C terminus (*lin-40::gfp*) also showed that the LIN-40 accumulated in the intestinal nuclei upon mitochondrial stress, while normally, the LIN-40::GFP signal became weaker during the aging process (fig. S2E) (see Discussion). Moreover, nuclear accumulation of the NuRD subunits LIN-40 and LIN-53 upon *cco-1* RNAi treatment was partially suppressed in animals with *dve-1* RNAi treatment, but not suppressed in *atfs-1* mutants (Fig. 2, A to D). Collectively, these results suggest that mitochondrial stress induces nuclear accumulation of the NuRD complex.

**Fig. 2:**
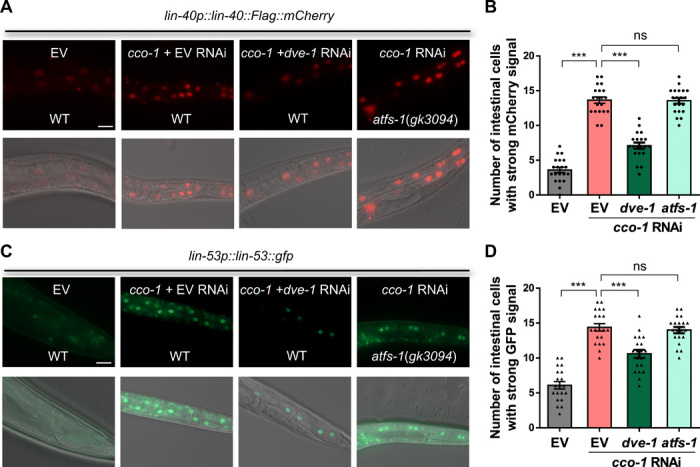
NuRD complex subunits accumulate in the nucleus in response to mitochondrial stress. (**A**) Representative photomicrographs of LIN-40::mCherry animals in a WT or *atfs-1* mutant background grown on EV, *cco-1* + EV, or *cco-1 + dve-1* double-RNAi bacteria from hatch. Scale bar, 25 μm. (**B**) Quantification of the number of intestinal nuclei with strong mCherry signal in animals as shown in (A). (**C**) Representative photomicrographs of *lin-53p::lin-53::gfp* animals in a WT or *atfs-1* mutant background grown on EV, *cco-1* + EV, or *cco-1 + dve-1* double-RNAi bacteria from hatch. Scale bar, 25 μm. (**D**) Quantification of the number of intestinal nuclei with strong GFP signal in animals as shown in (C). ***P < 0.0001, ns denotes *P* > 0.05 via *t* test. Error bars, SEM; *n* ≥ 15 worms.

### The NuRD complex is required for the mitochondrial stress–induced global chromatin reorganization

Previously, we showed that mitochondrial stress induced global chromatin reorganization of the intestinal nuclei in *C. elegans*. The intestinal nuclei appeared smaller and more condensed in animals with *cco-1* RNAi treatment than those in unstressed animals (Fig. 3, A and B) (*11*). Given the role of the NuRD complex in chromatin remodeling, we hypothesized that the NuRD complex might contribute to the changes in chromatin structure upon mitochondrial stress. We thus analyzed the status of the chromatin structure in both *lin-40*(*yth27*) and *lin-53*(*n833*) mutant animals and in animals after RNA-mediated knockdown of the other NuRD subunits, with or without mitochondrial stress (*cco-1* RNAi). Under normal conditions, loss of NuRD components did not significantly change the chromatin structure when compared to WT animals. Under mitochondrial stress conditions, however, a substantial fraction of nuclei in animals in the absence of the NuRD components remained enlarged in size and exhibited relatively loose structure when compared to WT animals, while the lengths of the worms are not significantly different between WT and NuRD mutants upon *cco-1* RNAi treatment (Fig. 3, A and B, and fig. S3A). These results indicate that the global chromatin changes upon *cco-1* RNAi treatment were strongly dependent on the NuRD complex.

**Fig. 3:**
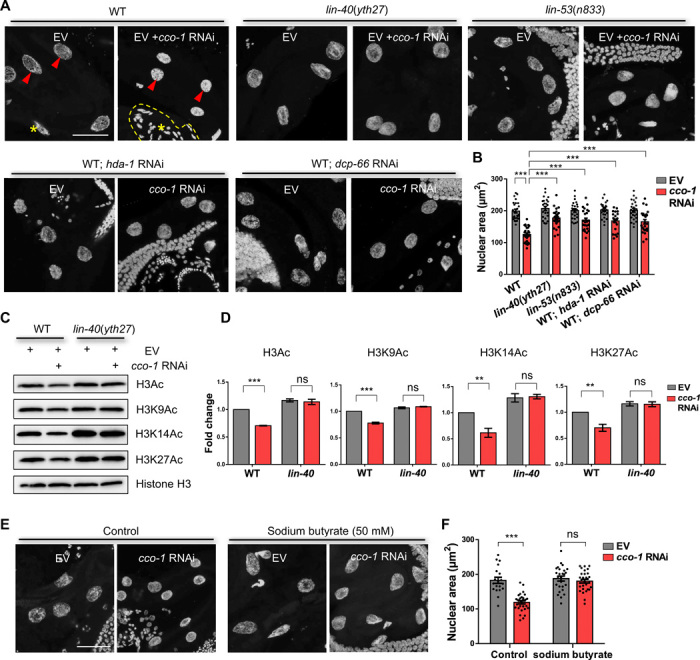
The NuRD complex is required for the mitochondrial stress–induced global chromatin reorganization. (**A**) Representative maximal intensity projection images of 4′,6-diamidino-2-phenylindole (DAPI) immunostaining of intestinal nuclei in day-1 adult WT, *lin-40*, or *lin-53* mutant animals grown on EV, *cco-1* + EV, EV + *hda-1*, *cco-1 + hda-1*, EV *+ dcp-66*, or *cco-1* + *dcp-66* double-RNAi bacteria from hatch. The red arrow indicates the intestinal nucleus; the area circled by a yellow dotted line or asterisk denotes nucleus of other tissues (e.g., germ cell and muscle). DAPI (grey); Scale bar, 25 μm. (**B**) Quantification of the intestinal nuclear maximum cross-section area at day 1 of adulthood in animals as shown in (A). *n* ≥ 25 nuclei. (**C**) Immunoblots of histone H3Ac, H3K9Ac, H3K14Ac, and H3K27Ac in WT or *lin-40* animals grown on EV or *cco-1* RNAi. Anti-histone H3 serves as loading control. (**D**) Quantified mean data of histone H3Ac, H3K9Ac, H3K14Ac, and H3K27Ac levels (relative to histone H3). *n* = 3. (**E**) Representative maximal intensity projection images of DAPI immunostaining of intestinal nuclei at day 1 of adulthood in animals grown on EV or *cco-1* RNAi from hatch with or without sodium butyrate treatment. DAPI (grey); Scale bar, 25 μm. (**F**) Quantification of the intestinal nuclear maximum cross-section area at day 1 of adulthood in animals, as shown in (E). *n* ≥ 25 nuclei. **P < 0.01 and ***P < 0.0001 and ns denotes *P* > 0.05 via *t* test. Error bars, SEM.

Given the role of the NuRD complex in histone deacetylation, we further examined the histone acetylation levels upon mitochondrial stress in the presence or absence of the NuRD complex. We observed that the acetylation on histone H3, including the specific sites on H3 (K9, K14, and K27), was decreased upon *cco-1* RNAi treatment, and the decrease in histone acetylation levels was fully suppressed in *lin-40*(*yth27*) mutants, indicating that the changes in histone acetylation upon mitochondrial stress are mediated primarily through the NuRD complex (Fig. 3, C and D). In addition, supplementation of sodium butyrate (*27*), a class I histone deacetylase inhibitor, prevented the decrease in histone acetylation levels and mitochondrial stress–induced chromatin reorganization in a dose-dependent manner (Fig. 3, E and F, and fig. S3, B to E). To avoid the influence of bacterial growth on drug treatment experiments, we also confirmed our results with worms grown on bacteria arrested by kanamycin treatment (fig. S3, F and G). Together, these results indicate that the NuRD complex is required for the mitochondrial stress–induced chromatin reorganization.

### Effects of acetyl-CoA abundance on histone acetylation and chromatin structure

To study how mitochondrial stress induces NuRD-dependent epigenetic modifications, we hypothesized that major metabolic changes upon mitochondrial stress could function as the signal for the NuRD-mediated chromatin reorganization. Mitochondrial impairment could result in altered levels of many metabolic intermediates; however, the availability of the metabolite acetyl-CoA was shown to be rate limiting for histone acetylation (*28*). Acetyl-CoA can be produced from various sources inside mitochondria, cytosol, and nucleus in various cell types among different organisms (*29*). Mitochondrial acetyl-CoA can be generated through several pathways, including a pyruvate derived from glycolysis that enters into mitochondria and is converted to acetyl-CoA by pyruvate dehydrogenase (PDH) complex (*pdha-1* and *pdhb-1*) (*30*). Because mitochondrial acetyl-CoA cannot pass through mitochondrial membranes, it is transferred from mitochondria to the cytoplasm in the form of citrate (a TCA cycle intermediate), where it is converted back to acetyl-CoA by ATP-citrate lyase (ACLY, *acly-1*) (*19*). In addition to ACLY-1, another major source of acetyl-CoA can be produced outside mitochondria from acetate by acyl-CoA synthetase short-chain family member 2 (ACSS2, *acs-19*) in both the cytosol and nucleus (Fig. 4A) (*31*, *32*). These reports suggested that decreased ETC activity and reduced TCA flux may decrease the level of citrate, which accounts for the reduced production of acetyl-CoA and thus causes the observed decrease in histone acetylation and changes in chromatin structure.

**Fig. 4:**
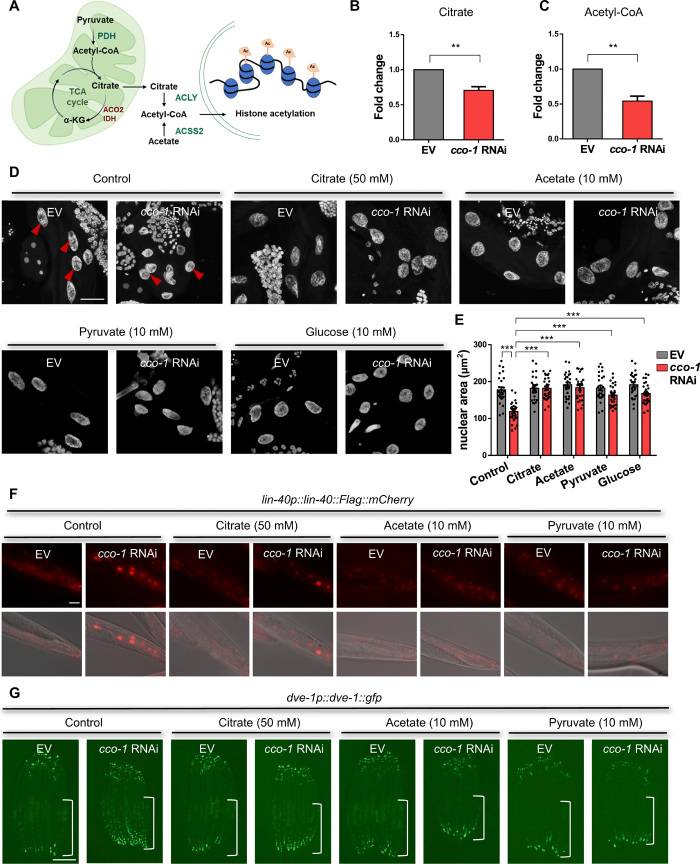
Effects of acetyl-CoA abundance on chromatin structure and the NuRD complex in response to mitochondrial stress. (**A**) Illustration diagram showing that acetyl-CoA availability is nutrient dependent and dynamically regulates histone acetylation levels. Presence of pyruvate, citrate, and acetate contributes to the production of acetyl-CoA for histone acetylation. (**B**) Citrate concentration measurement of L4 worms grown on EV or *cco-1* RNAi bacteria using whole-worm lysate. *n* = 3. (**C**) Acetyl-CoA concentration measurement of L4 worms grown on EV or *cco-1* RNAi bacteria using whole-worm lysate. *n* = 3. (**D**) Representative maximal intensity projection images of DAPI immunostaining of intestinal nuclei in day-1 adult animals grown on EV or *cco-1* RNAi bacteria with or without citrate (50 mM), acetate (10 mM), pyruvate (10 mM), or glucose (10 mM) treatment. DAPI (grey). The red arrow indicates the intestinal nucleus. Scale bar, 25 μm. (**E**) Quantification of the intestinal nuclear maximum cross-section area at day 1 of adulthood in animals as shown in (D). *n* ≥ 25 nuclei. (**F**) Representative photomicrographs of *lin-40p::lin-40::Flag::mCherry* animals grown on EV or *cco-1* RNAi bacteria with or without different compounds treatment (as indicated). Pictures were taken at day 1 of adulthood. Scale bar, 25 μm. (**G**) Representative photomicrographs of *dve-1p::dve-1::gfp* animals grown on EV or *cco-1* RNAi bacteria with or without different compounds treatment (as indicated). Pictures were taken at day 1 of adulthood. The posterior region of the intestine where DVE-1::GFP is induced or suppressed is highlighted with a white line. Scale bar, 250 μm. **P < 0.01 and ***P < 0.0001 via *t* test. Error bars, SEM.

To test this hypothesis, we first measured the level of citrate and acetyl-CoA in animals with or without *cco-1* RNAi treatment. Both citrate and acetyl-CoA levels were significantly decreased in animals with *cco-1* RNAi treatment (Fig. 4, B and C). To further confirm that the level of acetyl-CoA is the key metabolite that mediates changes in chromatin structure, we supplemented the substrates and nutrients required for acetyl-CoA production to animals during development with or without *cco-1* RNAi treatment and examined their chromatin structure. Supplementation of citrate, acetate, pyruvate, and glucose during development compensated for the decrease of acetyl-CoA and restored histone acetylation level and strongly attenuated the chromatin reorganization under mitochondrial stress conditions on both normal and kanamycin-arrested bacteria, whereas supplementation of these nutrients during adulthood had no effect on chromatin structure (Fig. 4, D and E; and figs. S4, A to H, and S5, A to F). Supplementation of citrate, acetate, and pyruvate also strongly inhibited the nuclear accumulation of the NuRD subunit LIN-40::mCherry and the DVE-1::GFP upon *cco-1* RNAi treatment (Fig. 4, F and G), indicating that the metabolite acetyl-CoA functions upstream of the chromatin modifiers to mediate the chromatin structure upon mitochondrial stress.

### Reduction of acetyl-CoA via genetic manipulations causes the chromatin structure changes mimicking mitochondrial stress

To further demonstrate that the decreased level of acetyl-CoA results in the chromatin remodeling via NuRD complex, we first investigated how the metabolic pathways involved in the production of intracellular acetyl-CoA are regulated in response to mitochondrial stress. We observed that both PDHA-1 and ACLY-1 are significantly up-regulated upon *cco-1* RNAi, while ACS-19 is down-regulated, indicating that the production of mitochondrial-derived acetyl-CoA by ACLY-1 may predominate in the intestine of *C. elegans* (fig. S6, A to C). ACSS2 and PDH nuclear translocation have been reported to regulate local acetyl-CoA production and histone acetylation level (*30*, *31*). However, no obvious differences in the subcellular distribution were observed for either ACS-19 or PDHA-1 under *cco-1* RNAi conditions in *C. elegans* (fig. S6, A to C). Nonetheless, ACS-19 and PDHA-1 also participate in generating acetyl-CoA and can compensate for the loss of acetyl-CoA when their substrates are available. Therefore, we found that supplementation of citrate, acetate, and pyruvate counteracted the chromatin structure change upon *cco-1* RNAi treatment in an *acly-1*, *acs-19*, and *pdh* (*pdha-1* and *pdhb-1*) dependent manner, respectively (fig. S6, D to I). In addition, inhibition of aconitase dehydratase (*aco-2*) (*33*), which catalyzes the stereo-specific isomerization of citrate to isocitrate, results in accumulation of citrate and, in turn, also suppressed chromatin reorganization as well as the nuclear accumulation of DVE-1::GFP upon *cco-1* RNAi treatment (fig. S6, J to L).

Moreover, we found that animals lacking cytosolic ACLY-1 enzyme, which restricts the production of cytosolic acetyl-CoA from citrate, are sufficient to induce global chromatin reorganization, nuclear accumulation of DVE-1, and the NuRD subunit LIN-40 even under normal conditions without mitochondrial stress (Fig. 5, A to F). Similarly, RNAi against the enzymes *pdha-1* and *acs-19*, which are involved in acetyl-CoA production, also mimics the phenotype of decreased acetyl-CoA upon mitochondrial impairment, with a minor effect on mitochondrial function by monitoring the expression levels of the UPR^mt^ reporter *hsp-6p::gfp* (Fig. 5, A to H). Collectively, these results indicate that acetyl-CoA is a central metabolic intermediate that coordinates the mitochondrial metabolic status and the epigenome via the NuRD complex in *C. elegans*.

**Fig. 5:**
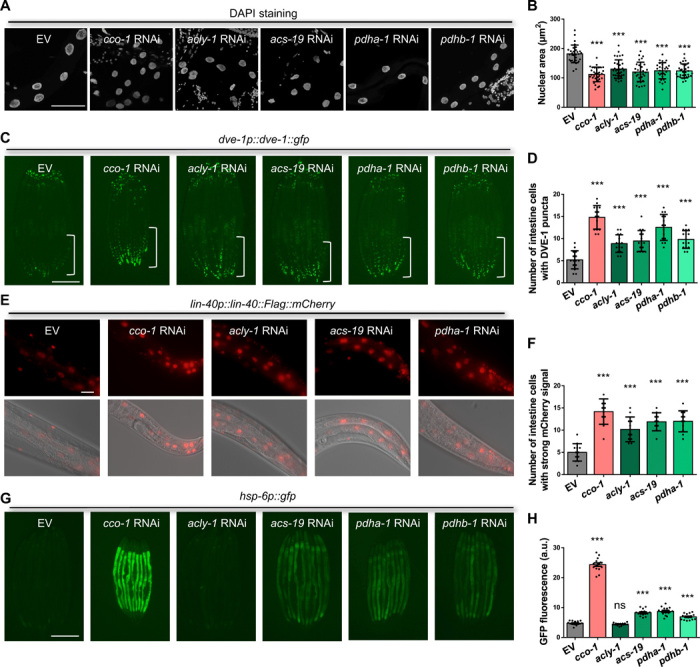
Reduction of acetyl-CoA synthesis causes chromatin structure changes mimicking mitochondrial stress. (**A**) Representative maximal intensity projection images of DAPI immunostaining of intestinal nuclei in day-1 adult WT animals grown on EV, *cco-1*, *acly-1*, *acs-19*, *pdha-1*, or *pdhb-1* RNAi bacteria from hatch. DAPI (grey). Scale bar, 50 μm. (**B**) Quantification of the intestinal nuclear maximum cross-section area at day 1 of adulthood in animals as shown in (A). *n* ≥ 30 nuclei. (**C**) Representative photomicrographs of *dve-1p::dve-1::gfp* animals grown on EV, *cco-1*, *acly-1*, *acs-19*, *pdha-1*, or *pdhb-1* RNAi bacteria from hatch. The posterior region of the intestine where DVE-1::GFP is induced or suppressed is highlighted with a white line. Scale bar, 250 μm. (**D**) Quantification of the number of intestinal nuclei with GFP signal in animals, as shown in (C). *n* = 15 worms. (**E**) Representative photomicrographs of *lin-40p::lin-40::Flag::mCherry* animals grown on EV, *cco-1*, *acly-1*, *acs-19*, or *pdha-1* RNAi bacteria from hatch. Scale bar, 25 μm. (**F**) Quantification of the number of intestinal nuclei with strong mCherry signal in animals, as shown in (E). *n* ≥ 10 worms. (**G**) Representative photomicrographs of *hsp-6p::gfp* animals grown on EV, *cco-1*, *acly-1*, *acs-19*, *pdha-1*, or *pdhb-1* RNAi bacteria from hatch. Scale bar, 250 μm. (**H**) Quantification of *hsp-6p::gfp* expression level of the entire intestine in animals, as shown in (G). *n* = 15 worms. ***P < 0.0001 and ns denotes *P* > 0.05 via *t* test. Error bars, SEM. a.u., arbitrary units.

### Dietary nutrients diminish mitochondrial stress–induced longevity

To assess the potential role of the NuRD complex in mediating the mitochondrial stress–induced longevity in *C. elegans*, we examined the life span of animals lacking NuRD subunits with or without mitochondrial stress. Although both *lin-40*(*yth27*) and *lin-53*(*n833*) animals were short-lived under normal conditions, these mutants completely suppressed the *cco-1* RNAi–induced life-span extension (Fig. 6A; see table S1 for life-span statistics). *lin-40* mutants showed perturbed mitochondrial morphology, and their morphology worsened in the combination of *cco-1* RNAi treatment in both muscle and intestinal cells (Fig. 6B), further demonstrating the role of the NuRD complex in maintaining mitochondrial homeostasis. Furthermore, overexpression of the MTA/LIN-40, the scaffold protein for NuRD complex assembly (*34*), modestly but consistently increased life span in *C. elegans* (Fig. 6C; see table S1 for life-span statistics).

**Fig. 6:**
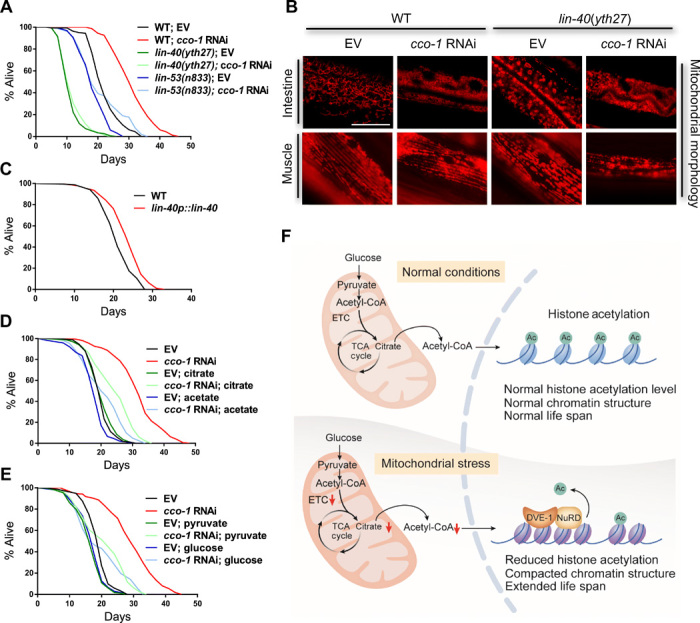
Dietary nutrients diminish mitochondrial stress–induced longevity. (**A**) Survival analyses of WT, *lin-40*(*yth27*), and *lin-53*(*n833*) animals on EV or *cco-1* RNAi bacteria. (**B**) Representative photomicrographs of *ges-1p::tomm-20::HA::mKate2* and *myo-3p::tomm-20::HA::mKate2* animals in a WT or *lin-40* mutant background grown on EV or *cco-1* RNAi bacteria from hatch. Pictures were taken at day 1 of adulthood. Scale bar, 25 μm. (**C**) Survival analyses of WT and LIN-40 overexpression animals on OP50 bacteria. (**D**) Survival analyses of WT animals on EV or *cco-1* RNAi bacteria with or without citrate (50 mM) or acetate (10 mM) treatment. (**E**) Survival analyses of WT animals on EV or *cco-1* RNAi bacteria with or without pyruvate (10 mM) or glucose (10 mM) treatment. (**F**) Model of acetyl-CoA links mitochondrial stress to longevity via NuRD-mediated chromatin remodeling. Under nonstressed conditions, acetyl-CoA can be generated from citrate and acts as the substrate for histone acetylation. Under these conditions, DVE-1 and the NuRD complex do not accumulate in the nucleus, animals have normal life span, and nucleus is not compacted. During mitochondrial stress, decreased citrate level results in limited production of acetyl-CoA, leading to the accumulation of DVE-1 and NuRD in the nucleus. Consequently, the histone acetylation level is decreased, nuclei become compacted, and animals are long-lived.

To understand the potential role of *lin-40* in regulating the life-span extension during mitochondrial stress, we performed RNA sequencing (RNA-seq) analyses of WT and *lin-40*(*yth27*) animals, each in the presence or absence of *cco-1* RNAi. 

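Whole L4 animals of the WT strain N2 and of *lin-40*(*yth27*), which carries a point mutation in the gene for the NuRD subunit LIN-40, were compared. They had grown from hatch at 20°C on control bacteria with the empty vector (EV) or on *cco-1* RNAi bacteria. The supplementary methods write the latter as EV+*cco-1*, without a mixing ratio. *cco-1* codes for a subunit of complex IV of the respiratory chain. Each of the 4 groups had 3 libraries, made from RNA selected by oligo(dT) and sequenced from both ends. The authors trimmed the reads with SeqPrep and Sickle, aligned them to the genome with TopHat, and quantified each gene with RSEM, whose expected counts carry no normalization. The library totals were 19857193 to 21210809 counts in WT on EV, with a median of 20103545, and 19807858 to 20526087 in WT on *cco-1* RNAi, with a median of 20356889. In *lin-40*(*yth27*) they were 18553449 to 22509757 on EV, with a median of 20084128, and 19824675 to 22538076 on *cco-1* RNAi, with a median of 20720930.

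The expected counts were rounded to whole numbers, and the 14867 genes kept by the edgeR filter on low counts were scaled by the trimmed mean of M values (TMM). A single quasi-likelihood model was fitted to the 12 libraries, so that the 4 groups shared an estimate of the spread. Genes with an adjusted p under 0.05 after Benjamini-Hochberg (BH) adjustment were called DEGs, without a threshold on the fold change. Every fold change upon *cco-1* RNAi is against EV of the same genotype. The level that the changes are read against depended on the scaling. With TMM, the median log2 fold change of all genes was 0.06 in WT and −0.03 in *lin-40*(*yth27*). With library totals alone it was 0.19 and −0.18, and the median difference between the genotypes moved from −0.04 to −0.31.

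The *cco-1* transcript, listed as *cox-5B* (WBGene00000371), lies on chromosome I of the WBcel235 assembly from 9788725 to 9790050. It measured 494 ± 21.5 normalized counts (CPM, scaled to the library totals by TMM; SD, n = 3 libraries) in WT on EV and 160 ± 28.7 on *cco-1* RNAi, a log2 fold change of −1.63 (standard error 0.16, adjusted p = 3.76e-04 from edgeR's quasi-likelihood test with BH adjustment). In *lin-40*(*yth27*) it was 416 ± 8.35 CPM on EV and 219 ± 40.5 on *cco-1* RNAi, a log2 fold change of −0.92 (standard error 0.16, adjusted p = 0.0187 from the same test). All 3 libraries on *cco-1* RNAi were below all 3 on EV in both genotypes. Without any one of the 3 *lin-40*(*yth27*) EV libraries, or without *lin-40*(*yth27*) *cco-1* replicate 1 or 2, the change in *lin-40*(*yth27*) did not pass the threshold (adjusted p 0.0587 to 0.0991 with edgeR and BH). The fall in *lin-40*(*yth27*) was smaller than that in WT by 0.71 on the log2 scale (standard error 0.22). This difference had an unadjusted p of 0.00768 and an adjusted p of 0.394. The *lin-40* transcript, which the point mutation leaves in place, was at 115 ± 29.5 CPM in WT on EV and 111 ± 18.6 in *lin-40*(*yth27*) on EV (SD, n = 3), so its level does not check the genotype.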

Our analyses showed that majority of the genes differentially expressed in WT animals upon *cco-1* RNAi treatment were abrogated in *lin-40*(*yth27*) mutant animals, especially the down-regulated genes involved in the metabolic processes (fig. S7, A and B). 

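In WT, 929 genes were DEGs upon *cco-1* RNAi, 323 up-regulated and 606 down-regulated. In *lin-40*(*yth27*) animals there were 173, of which 123 were up-regulated and 50 down-regulated. Of the WT DEGs, 800 were not DEGs in the same direction in *lin-40*(*yth27*) animals, a share of 86.1% (95% Wilson confidence interval 83.7 to 88.2%, which takes the genes as independent). The share was 93.1% of the down-regulated genes and 73.1% of the up-regulated genes with TMM, but 87.1% of the down-regulated and 87.1% of the up-regulated genes with library totals in its place. A gene that passes in 1 genotype alone is not thereby shown to differ between the genotypes. No WT DEG was a DEG in the opposite direction, and 829 of them (89.2%) changed in the same direction in *lin-40*(*yth27*), 384 with an unadjusted p under 0.05. The median log2 fold change of the up-regulated genes was 1.10 in WT and 0.60 in *lin-40*(*yth27*), and that of the down-regulated genes was −0.93 in WT and −0.26 in *lin-40*(*yth27*). These genes were selected on their change in WT, which raises the size of the WT medians.

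The interaction term tests the difference between the genotypes in the response to *cco-1* RNAi. It passed for 0 of the 14867 genes with edgeR, where the lowest adjusted p was 0.388, and for 58 with DESeq2. Same-numbered libraries on EV and *cco-1* RNAi deviate together in WT but not in *lin-40*(*yth27*). With a replicate block by the number in the sample titles edgeR called 1 gene, and with a block by the number in their short names 1023. The short-name block leaves *lin-40*(*yth27*) EV replicate 2 and *cco-1* replicate 1 without a partner. The *lin-40*(*yth27*) change there rests on EV replicates 1 and 3 and *cco-1* replicates 2 and 3 alone. At an unadjusted p under 0.05 there were 1688 genes without a block. Of 100 regroupings of the libraries 15 had at least as many, the real one included. So had 12 of the 80 regroupings that part the 3 numbered WT pairs as the real one does. These 12 all keep the WT labels and so carry the WT response to *cco-1* RNAi. The regroupings therefore cannot measure chance for the interaction, and chance remains open. Among the WT DEGs, 472 (50.8%) reached that unadjusted level, 364 of the down-regulated genes (60.1%) and 108 of the up-regulated genes (33.4%). These genes were selected on their change in WT, which is part of the interaction, and this raises the share.

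The counts depended on the fit. A fit of each genotype on its own 6 libraries gave 274 DEGs in WT and 251 in *lin-40*(*yth27*), with a share of 73.4% not shared. The block by short-name number gave 2366 in WT and 375 in *lin-40*(*yth27*). A threshold of 0.01 gave 276 in WT and 29 in *lin-40*(*yth27*). DESeq2 gave 1455 DEGs in WT and 395 in *lin-40*(*yth27*). With library totals in place of TMM, the WT DEGs were 318 up-regulated and 310 down-regulated, and the *lin-40*(*yth27*) DEGs 48 and 51. The up-regulated share thus went from 34.8% to 50.6% in WT and from 71.1% to 48.5% in *lin-40*(*yth27*). Single libraries also moved the counts. The WT count was 615 without WT EV replicate 1, 292 without WT EV replicate 3 and 409 without WT *cco-1* replicate 2. The *lin-40*(*yth27*) count was 114 without WT EV replicate 3. It was 44, 27 and 26 without *lin-40*(*yth27*) EV replicate 1, 2 and 3, and 58, 95 and 55 without *lin-40*(*yth27*) *cco-1* replicate 1, 2 and 3. With each library left out in turn, the share of WT DEGs not shared stayed between 77.7 and 96.3%, and the interaction passed for no gene with edgeR.

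**Figure D1:**
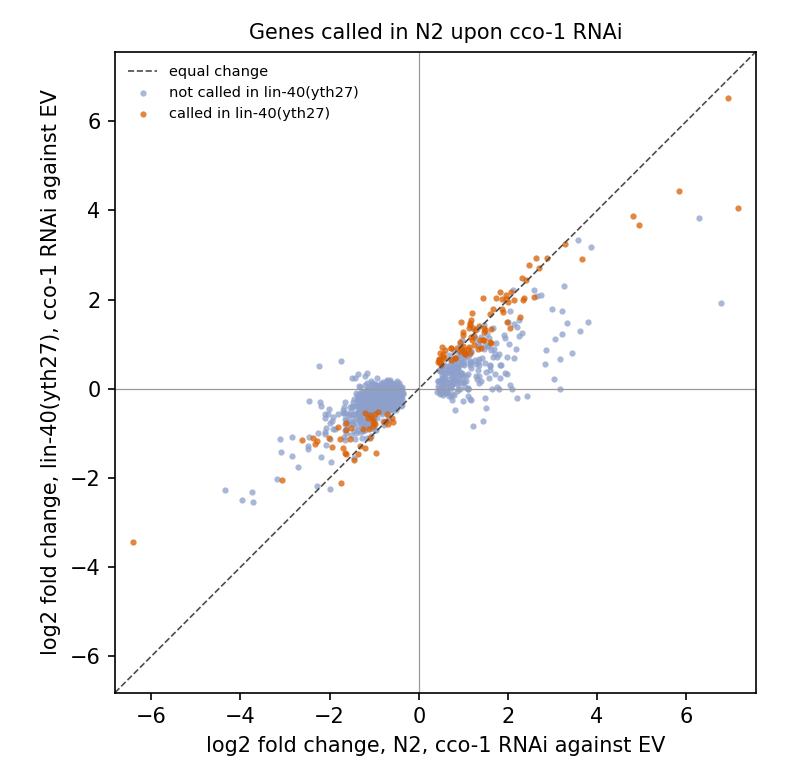
Log2 fold change upon *cco-1* RNAi against EV of the 929 WT DEGs, in WT (horizontal axis) and in *lin-40*(*yth27*) (vertical axis). Each point is a gene, orange where it was also a DEG in *lin-40*(*yth27*) and blue where it was not, and the dashed line marks an equal change, below which most up-regulated genes lie and above which most down-regulated genes lie.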

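The 4 lists of genes in the heat map were tested as sets, with the OXPHOS list divided by where its genes are encoded. They hold 33 genes of the TCA cycle, 12 mitochondrial-encoded and 99 nuclear-encoded OXPHOS genes, and 42 glycolysis genes, of which 33, 12, 98 and 41 were tested. Each list was compared with all other genes by camera (limma) with a preset correlation between genes of 0.01, and BH adjustment covered the 4 lists and 3 comparisons. In WT upon *cco-1* RNAi, the median log2 fold change was −0.33 for mitochondrial-encoded OXPHOS (adjusted p = 0.0499 from camera, limma, with BH), −0.12 for nuclear-encoded OXPHOS (adjusted p = 0.00407), −0.07 for the TCA cycle (adjusted p = 0.132) and −0.01 for glycolysis (adjusted p = 0.80), whose mean was 0.05. In *lin-40*(*yth27*) animals the medians were 0.57 for mitochondrial-encoded OXPHOS (adjusted p = 6.64e-10 from camera, limma, with BH), 0.32 for nuclear-encoded OXPHOS (adjusted p = 3.60e-13), 0.25 for the TCA cycle (adjusted p = 1.25e-06) and 0.23 for glycolysis (adjusted p = 2.15e-06). The difference between the genotypes had a median of 0.91, 0.43, 0.36 and 0.34 in the same order (adjusted p 3.33e-11, 7.30e-17, 2.72e-07 and 1.43e-04 from camera, limma, with BH).

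None of these calls held under fry, where the lowest BH-adjusted p (limma) was 0.0605, or with the correlation between genes estimated from the data, where it was 0.221. With library totals in place of TMM, the medians in WT were 0.07 for the TCA cycle, 0.02 for nuclear-encoded OXPHOS and 0.13 for glycolysis, and −0.19 for mitochondrial-encoded OXPHOS. This scaling also moved the median of all genes in WT from 0.06 to 0.19. Relative to the median of all genes, which takes out a shift common to all genes, the lists kept their directions. They lay at −0.13 (TMM) and −0.12 (library totals) for the TCA cycle, −0.18 and −0.18 for nuclear-encoded OXPHOS, −0.07 and −0.06 for glycolysis and −0.39 and −0.39 for mitochondrial-encoded OXPHOS. In *lin-40*(*yth27*) the medians were 0.08, 0.15, 0.05 and 0.38, with −0.18 for all genes in place of −0.03. Relative to all genes they were 0.28 and 0.26, 0.35 and 0.33, 0.26 and 0.23, and 0.60 and 0.56 with TMM and library totals.

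Some WT calls rested on single libraries. The TCA cycle passed without WT EV replicate 2 (median −0.15) and without WT *cco-1* replicate 1 (−0.16). As each library was left out, its median ran from −0.16 to 0.047. That of glycolysis, which passed in none of these fits, ran from −0.11 to 0.16. Mitochondrial-encoded OXPHOS did not pass without WT EV replicate 1 (−0.26), WT EV replicate 2 (−0.35), WT *cco-1* replicate 2 (−0.35), WT *cco-1* replicate 3 (−0.31) or *lin-40*(*yth27*) EV replicate 1 (−0.33). Nuclear-encoded OXPHOS did not pass without WT EV replicate 1 (−0.09) or WT *cco-1* replicate 2 (−0.07), and its median was −0.19 without WT *cco-1* replicate 1. In *lin-40*(*yth27*), leaving out *cco-1* replicate 3 lowered the median to 0.32 for mitochondrial-encoded and to 0.17 for nuclear-encoded OXPHOS. It also lowered the difference between the genotypes to 0.24 for the TCA cycle, 0.28 for nuclear-encoded OXPHOS and 0.21 for glycolysis. The difference for glycolysis was 0.19 without WT EV replicate 1.

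The score of a list, its mean deviation from each gene's mean in log2 CPM, was lower in *lin-40*(*yth27*) on EV than in WT on EV. For mitochondrial-encoded OXPHOS it was 0.13 ± 0.17 (SD, n = 3) in WT on EV, −0.10 ± 0.08 in WT on *cco-1* RNAi, −0.30 ± 0.13 in *lin-40*(*yth27*) on EV and 0.27 ± 0.34 in *lin-40*(*yth27*) on *cco-1* RNAi. For nuclear-encoded OXPHOS the scores were 0.11 ± 0.07, −0.02 ± 0.12, −0.17 ± 0.06 and 0.08 ± 0.22. On EV, the median log2 fold change between *lin-40*(*yth27*) and WT was −0.35 for the TCA cycle, −0.33 for mitochondrial-encoded OXPHOS, −0.29 for nuclear-encoded OXPHOS and −0.33 for glycolysis (edgeR), and relative to all genes −0.37, −0.36, −0.31 and −0.36 with library totals. Of the 10 splits of the 6 EV libraries, 1, the real one, came as far for each list, and with 10 splits chance cannot be excluded. On *cco-1* RNAi, with TMM, the medians between *lin-40*(*yth27*) and WT were −0.005 for the TCA cycle and −0.02 for glycolysis. They were 0.56 for mitochondrial-encoded and 0.12 for nuclear-encoded OXPHOS. For the TCA cycle and glycolysis the genotypes thus differed on EV and hardly on *cco-1* RNAi.

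**Figure D2:**
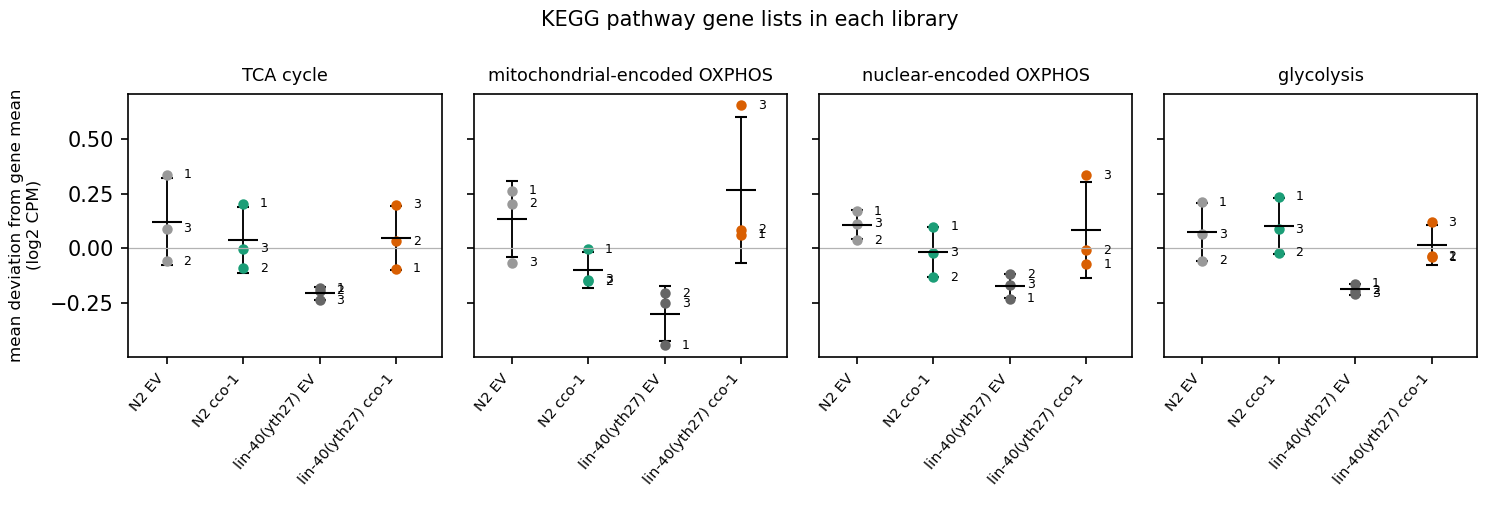
Score of each list (mean deviation from the gene mean, log2 CPM) in the 4 groups, with 1 panel per list. Numbered points are libraries by replicate, bars are means and error bars are SD (n = 3), and with TMM in every panel the *lin-40*(*yth27*) group on EV has the lowest mean and *cco-1* replicate 3 is the highest *lin-40*(*yth27*) library on *cco-1* RNAi.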

Genes in the OXPHOS, TCA cycle, and glycolysis pathway that were either down-regulated or not significantly changed in *cco-1* RNAi–treated WT animals were significantly up-regulated in *lin-40* mutant animals upon *cco-1* RNAi treatment (fig. S7C). Likewise, the down-regulation of the ribosome subunits in response to *cco-1* RNAi was also abolished in *lin-40* mutant animals (fig. S7 D to G). These results suggest that the role of the NuRD complex in the regulation of mitochondrial stress response is consistent with its conserved function as a transcriptional repressor (*35*, *36*).

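Of the 1688 genes with an unadjusted interaction p under 0.05, 1017 had a higher and 671 a lower change in *lin-40*(*yth27*) than in WT upon *cco-1* RNAi. Among genes past the threshold, 42 were higher and 16 lower with DESeq2, but 453 higher and 570 lower with the block by short-name number. The balance thus depended on the fit. The genotypes were also compared on the same bacteria. On EV, 56 genes were DEGs between *lin-40*(*yth27*) and WT, 30 higher and 26 lower in *lin-40*(*yth27*) (edgeR, BH). On *cco-1* RNAi there were 93, of which 74 were higher and 19 lower in *lin-40*(*yth27*). On EV, the deviations of libraries of the 2 genotypes with the same title number correlated at 0.467, 0.278 and 0.169. For the same short-name number it was −0.426 and 0.169, so a pairing is not established. With a replicate block by title number across the genotypes, chosen after seeing the data, 9 genes were DEGs, 3 higher and 6 lower in *lin-40*(*yth27*). DESeq2 on the 12 libraries gave 457 DEGs on EV, 163 higher and 294 lower, and 402 on *cco-1* RNAi, 277 higher and 125 lower. DESeq2 on the 6 libraries of each comparison with shrunken fold changes, a setting chosen after seeing the data, gave 555 on EV, 221 higher and 334 lower, and 180 on *cco-1* RNAi, 120 higher and 60 lower. edgeR on the 6 libraries on *cco-1* RNAi alone gave 4 there, 0 higher and 4 lower. With the trend with gene length removed, also chosen after seeing the data, 11 were higher and 11 lower there, and on EV 19 were higher and 38 lower. With library totals in place of TMM, 33 genes were higher and 14 lower on EV, so that the higher share went from 53.6% to 70.2%, and 22 were higher and 17 lower on *cco-1* RNAi, where it went from 79.6% to 56.4%.

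Both counts rested on single libraries. On EV the count was 13 (5 higher), 92 (26 higher) and 6 (2 higher) without WT EV replicate 1, 2 and 3. It was 15 (5 higher), 9 (4 higher) and 8 (4 higher) without *lin-40*(*yth27*) EV replicate 1, 2 and 3. It was also 92 (50 higher) without WT *cco-1* replicate 1 and 20 (6 higher) without *lin-40*(*yth27*) *cco-1* replicate 2, which enter through the shared spread and filter. On *cco-1* RNAi the count was 6 (1 higher) and 8 (3 higher) without WT *cco-1* replicate 2 and 3, and 258 (192 higher), 9 (3 higher) and 14 (5 higher) without *lin-40*(*yth27*) *cco-1* replicate 1, 2 and 3. It was 50, 37 and 24 without WT EV replicate 1, 2 and 3, and 43, 28 and 20 without *lin-40*(*yth27*) EV replicate 1, 2 and 3.

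From the changes upon *cco-1* RNAi that were lost in *lin-40* mutant animals, the lower expression of ribosome subunits among them, and from the metabolic genes that rose there, the paper infers that what the NuRD complex does in the mitochondrial stress response is compatible with its known activity in repressing transcription.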

To assess whether excessive supplementation of nutrients to restore acetyl-CoA levels affects the mitochondrial stress–induced life-span extension, we examined the life span of *cco-1* RNAi–treated animals with supplementation of citrate, acetate, pyruvate, and glucose. The extended life span of worms upon mitochondrial ETC inhibition was diminished when acetyl-CoA levels were restored by adding substrates and nutrients (Fig. 6, D and E; see table S1 for life-span statistics). However, the reduced body size and the decreased brood size or oxygen consumption due to mitochondrial dysfunction were not restored by the same treatment (fig. S8, A to C). Together, our results indicate that animals could coordinate the cellular metabolic changes and input of the dietary nutrients during development to shape the chromatin structure, leaving a durable epigenetic signature that ultimately determined the aging process (Fig. 6F).

## DISCUSSION

In this study, we found that mitochondrial perturbations alter the nuclear epigenome that determines the organismal life span, a process mediated by the NuRD complex in responding to the availability of the metabolite acetyl-CoA. The abundance of the cellular acetyl-CoA level represents the general energetic state of the cells during growth and development; fluctuations in acetyl-CoA level have the capacity to modulate histone acetylation, resulting in epigenetic adaptation to environmental stress conditions (*29*). Here, we identified that the NuRD complex responds to the cellular level of acetyl-CoA to reorganize chromatin structure for a specific transcriptional program essential for life-span extension.

Alterations in chromatin structure have been observed as signs during both physiological aging and premature aging syndromes (*37*). Loss of the NuRD complex seems to be an early event during aging, which contributes to alterations in the chromatin structure, making the genome more susceptible to DNA damage (*38*). Our study further demonstrated that the loss of the NuRD subunit LIN-40 is an early event during aging, and promoting NuRD complex accumulation in the nucleus is important to maintain chromatin structure and induce life-span extension caused by mitochondrial perturbations. The mechanism by which acetyl-CoA mediates NuRD nuclear accumulation is yet to be determined.

Under certain circumstances, stress experienced early in life can induce a long-lasting adaptive stress response that may even influence the progression of the aging process (*39*). In *C. elegans*, mild mitochondrial stress experienced during early development induces life-span extension through an epigenetic mechanism mediated by an epigenetic factor LIN-65 and histone H3K9 methyltransferase MET-2 to ensure that the beneficial effects are maintained into later life (*11*). In this study, we found that the metabolite acetyl-CoA level represents a critical mitochondrial stress signal that mediate the NuRD complex to restructure the chromatin, leaving durable epigenetic modifications that may counteract the aging process. It is therefore tempting to speculate that chromatin is more receptive to acetyl-CoA–induced epigenetic modifications in early life and that the NuRD complex may coordinate with LIN-65/MET-2–mediated histone modifications to establish an epigenetic memory that persists into adulthood.

As mitochondria are central in the regulation of cellular energy and metabolic homeostasis, mitochondrial dysfunctions significantly contribute to the aging process. Emerging evidences showed that activation of hypoxia-inducing TF HIF-1, increased the level of reactive oxygen species (ROS), and induction of the UPR^mt^ could promote mitochondrial homeostasis and mediate life-span extension (*4*, *40*). It remains unclear whether multiple distinct mechanisms are interconnected to mediate enhanced longevity following various mitochondrial stresses (*41*). Our studies uncovered that reduced production of acetyl-CoA due to mitochondrial perturbations elicits global histone deacetylation via the NuRD complex to mediate stress-induced longevity. Although the extended life span of worms upon mitochondrial ETC inhibition was diminished when acetyl-CoA levels were restored by adding substrates and nutrients, the reduced body/brood size or oxygen consumption rate was not restored by the same treatments, indicating that the functions of mitochondria in ATP production, metabolic regulation, and ROS signaling on development and the aging process are distinct. Mitochondrial perturbations may act via highly specific mechanisms to induce a distinct stress response pathway best suited to the cells and organisms (*42*). It maybe thus possible to obtain the benefits to life-span extension of reduced mitochondrial respiration without incurring a reduction in fecundity and body size, through a suitable intervention of nutrients in the diet during early life.

## MATERIALS AND METHODS

### *C. elegans* maintenance and transgenic lines

Nematodes *C. elegans* were maintained and experimentally examined at 20°C on a standard nematode growth medium (NGM) agar plates seeded with *Escherichia coli* OP50 or HT115. *E. coli* OP50 was cultured overnight in LB at 37°C. *E. coli* HT115 was used to perform RNAi and was cultured overnight at 37°C in LB containing carbenicillin (100 μg/ml). Strains used in this study were listed in table S2.

### Transgenic strain construction

The *dve-1* 1.8-kb promoter was used to generate *dve-1p::mCherry*; the *lin-40* 2.0-kb promoter and *lin-40* complementary DNA (2610 bp) were used to generate *lin-40p::lin-40::Flag::mCherry*; the *acly-1* 2.5-kb promoter and *acly-1* 4513-bp sequence were used to generate *acly-1p::acly-1::mCherry*; the *acs-19* 2.0-kb promoter and *acs-19* 2323-bp sequence were used to generate *acs-19p::acs-19::mCherry*; and the *pdha-1* 2.0-kb promoter and *pdha-1* 1321-bp sequence were used to generate *pdha-1p::pdha-1:mCherry*. mCherry was from pBR322 backbone and the sequence of Flag was synthesized. An ABclonal MultiF Seamless Assembly Mix was used for cloning.

Transgenic strains were generated by microinjecting target constructs (50 ng/μl) mixed with a pRF4(*rol-6*) (50 ng/μl) coinjection marker. Integrated lines were generated using ultraviolet irradiation and outcrossed six times.

### DVE-1 antibody

The DVE-1 polyclonal antibody was raised in rabbit by immunization with a fragment of DVE-1 (153 to 392 amino acids), which was expressed as a His6-SUMO–tagged fusion protein in *E. coli*. The serum was subjected to antigen-specific antibody purification. Purified antibody was used in Western blots at a dilution of 1:5000. Worms should be washed several times with M9 before immunoblotting to reduce background bands caused by bacterial contamination.

### RNAi feeding

RNAi bacteria were grown in LB media containing carbenicillin (100 μg/ml) at 37°C overnight. The next day, RNAi bacteria were induced with 1 mM isopropyl-β-D-thiogalactopyranoside (IPTG) for another 4 hours at 37°C and then seeded on NGM plates supplemented with carbenicillin (100 μg/ml) and 1 mM IPTG. Age-synchronized worms were bleached and grown from hatch on *E. coli* HT115 strains containing an empty vector (EV) control or double-stranded RNA. RNAi strains were from the Vidal library, if present, or the Ahringer library, if they were absent from the Vidal library.

### Microscopy and image analysis

#### Analysis of the fluorescence intensity in whole worm

For whole-animal fluorescence image, worms were anesthetized with 50 mM sodium azide and imaged using a Leica M165 FC dissecting microscope. To quantify fluorescent intensity, the entire intestine regions were outlined and quantified using ImageJ software. For quantification of the DVE-1::GFP, LIN-40::mCherry, and LIN-53::GFP nuclear localization, the worms were mounted on 2% agarose pads with 50 mM sodium azide, and photographs were taken using Zeiss Imager M2 microscope.

#### Dissection and fixation for intestinal nuclei analysis

Dissection and fixation were carried out by a modified freezing-crack method (*43*). Worms were dissected in M9 buffer on a polylysine-coated slide. The slides were fixed in methanol for 10 min, followed by acetone for 10 min at −20°C. Next, the slides were placed in phosphate-buffered saline (PBS) and washed with fresh PBS for 5 min. Slides were then mounted with 4′,6-diamidino-2-phenylindol (DAPI) solution (VECTASHIELD). We used at least 30 worms in each sample for DAPI staining and intestinal nuclei from more than 10 worms were selected and quantified for nuclear size.

#### Maximum cross-section area analysis of intestinal nuclei

Intestinal cells were imaged at ×63 magnification using Leica-TCS SP8, laser scanning confocal microscope. Z-stacks of the intestine were analyzed using LAS X. Contours of individual nuclei, according to DAPI fluorescence, were manually defined and used to render nuclei area. Maximum cross-section area of each nucleus was acquired from the surface tool statistics by Image J.

### Biochemistry

#### IP-MS and coimmunoprecipitation

Synchronized day-1 adult worms grown on plates were collected and washed in M9 buffer. After washing, the animals were resuspended in 0.5 volumes of extraction buffer [50 mM tris-HCl, (pH 7.4), 150 mM NaCl, 5 mM dithiothreitol, 10% glycerol, 0.1% NP-40, and protease inhibitors]. The suspension was then dripped into liquid N_2_, and the resulting balls were grinded using mortar and pestle. The homogenized worm tissue was resuspended with 2 volumes of extraction buffer and lysed at 4°C for 30 min, and the insoluble materials were then removed by centrifugation at 13,000 rpm at 4°C.

For IP-MS, 10 ml of lysate was mixed with GFP-trap agarose (Chromotek) (100 μl) for 4 hours and washed for five times with wash buffer [50 mM tris-HCl, (pH 7.4), 150 mM NaCl, 10% glycerol, and protease inhibitors]. Proteins were eluted using 1% SDS by boiling and then subjected to MS analysis. See data file S1 for the list of genes identified in the IP-MS experiments (related to Fig. 1A).

For coimmunoprecipitation, 2 ml of lysate was mixed with FLAG M2 Affinity Gel (Sigma-Aldrich) (20 μl) for 4 hours. Immunoprecipitate was washed for four times with wash buffer [50 mM tris-HCl, (pH 7.4), 150 mM NaCl, 10% glycerol, and protease inhibitors]. Samples were then subjected to Western blot analysis.

#### Western blot analysis

For large-scale experiments, age-synchronized worms were washed off from the plate with M9 buffer and frozen in liquid nitrogen. Worm extracts were generated by sonication using Covaris ME220 in nondenaturing lysis buffer [150 mM NaCl, 50 mM tris-HCl, (pH 8.0), 1 mM EDTA, 1% Triton X-100, and protease inhibitor]. For small-scale experiments, 100 to 150 worms were picked into 16 μl of M9 buffer and frozen in liquid nitrogen. Before running the Western blot, 5× SDS loading buffer was added to each sample, mixed well, and boiled for 15 min and resolved by SDS–polyacrylamide gel electrophoresis (Bio-Rad). Antibodies used in this study were listed in data file S3.

#### Acetyl-CoA measurement

The extraction of acetyl-CoA from worms was carried out, as previously described with some modifications (*44*). Briefly, synchronized L4 stage worms were washed off from the plates with M9 buffer, and the worm pellet was repeatedly washed with dH_2_O for three times followed by overnight freeze-drying in a 2-ml Sarstedt tube. The sample was weighed then resuspended with 300 μl of extraction buffer containing isopropanol, 50 mM KH_2_PO_4_, and bovine serum albumin (50 mg/ml) [25:25:1 (v/v/v)], acidified with the addition of glacial acetic acid. Next, 19:0 CoA was added as an internal standard, and the tissues were homogenized on a bead ruptor (Omni) under the conditions optimized for muscles (8 m/s, 8 s, two cycles, pause = 5 s). Following homogenization, 300 μl of petroleum ether was added, and the sample was centrifuged at 9000 rpm for 2 min at 4°C. The upper phase was removed. The samples were extracted two more times with petroleum ether as described above. To the lower phase lastly remaining, 5 μl of saturated ammonium sulfate was added followed by 600 μl of chloroform:methanol [1:2 (v/v)]. The sample was then incubated on a thermomixer at 450 rpm for 20 min at 25°C, followed by a centrifuge at 12,000 rpm for 5 min at 4°C. Clean supernatant was transferred to fresh tube and subsequently dried in the SpeedVac under OH mode (Genevac). Dry extracts were resuspended in appropriate volume of methanol:water [9:1 (v/v)] before liquid chromatography–MS analyses (Agilent).

#### Citrate measurement

Synchronized L4 stage worms were collected and washed with M9 buffer and Milli-Q water. Citrate content was measured using a citrate assay kit (Sigma-Aldrich, MAK057). Briefly, about 30 μl of worms was homogenized with 100 μl of citrate assay buffer using Covaris ME220. About 10 μl of homogenate was subjected to protein concentration measurement by Bradford assay (Beyotime, P0006C), and the rest was used in the citrate assay according to the manufacturer’s protocol.

### Compound treatment assay

#### Sodium butyrate treatment

Synchronized L1 stage worms were transferred to an S-medium containing sodium butyrate. Worms were placed on an orbital shaker at 200 rpm at 20°C and monitored for 48 hours before analysis.

#### Metabolites treatment

We performed metabolites treatment assays by adding citrate, acetate, pyruvate, or d-glucose to the liquid culture medium. Worms were grown on plates after hatch and transferred to a liquid culture medium with HT115 or kanamycin-arrested HT115 RNAi bacteria containing metabolites from L1 or day-1 adulthood. The cultures were incubated on orbital shaker at 200 rpm at 20°C and continuously monitored for 48 hours before analysis.

### Life-span analysis

Life-span experiments were performed on NGM plates at 20°C, as previously described (*7*). To prevent progeny production, 100 μl of 5-fluoro-2′-deoxyuridine (FUdR; 10 mg/ml) was added to seeded plates. Worms were synchronized by egg bleach and were grown on HT115 RNAi bacteria from hatch and transferred to FUdR plates from L4. For life-span experiments with the addition of metabolites, synchronized L1 worms grown on HT115 RNAi plates for 1 day were transferred to a liquid culture medium with HT115 RNAi bacteria containing corresponding metabolites or equal volume of deionized water (all the metabolites we used in this study are resolved in water). The cultures were incubated on orbital shaker at 200 rpm at 20°C for 48 hours until worms reached to adult stage. Then, worms were washed for three times and placed on FUdR plates seeded with OP50 not HT115 RNAi bacteria (*cco-1* RNAi during development only is sufficient to induce life-span extension). Worms were scored every second day from day-1 adult stage. All life-span data are available in extended data of table S1. Prism6 software was used for statistical analysis. Log-rank (Mantel-Cox) method was used to determine the significance difference.

### Statistical analysis

All experiments were repeated at least two times with identical or similar results. Data represent biological replicates. Appropriate statistical tests were used for every figure. Data met the assumptions of the statistical tests described for each figure. Statistical parameters, including the exact value of *n* and descriptive statistics (mean ± SEM) and statistical significance, are reported in the figures and the figure legends. Data are judged to be statistically significant when *P* < 0.05 by two-tailed Student’s *t* test. In figures, asterisks denote statistical significance as calculated by Student’s *t* test (*P < 0.05, **P < 0.01, and ***P < 0.0001), as compared to appropriate controls.

## Supplementary Material

abb2529_Data_file_S2.xlsx

abb2529_Data_file_S3.xlsx

abb2529_SM.pdf

abb2529_Data_file_S1.xlsx

## SUPPLEMENTARY MATERIALS

Supplementary material for this article is available at http://advances.sciencemag.org/cgi/content/full/6/31/eabb2529/DC1

## Appendix

View/request a protocol for this paper from *Bio-protocol*.

# Supplementary material for: NuRD mediates mitochondrial stress–induced longevity via chromatin remodeling in response to acetyl-CoA level
**Source:** Sci Adv. 2020 Jul 31;6(31):eabb2529. doi: 10.1126/sciadv.abb2529
**Supplement:** abb2529_SM.pdf

[advances.sciencemag.org/cgi/content/full/6/31/eabb2529/DC1](https://advances.sciencemag.org/cgi/content/full/6/31/eabb2529/DC1)

## Supplementary Materials for

### **NuRD mediates mitochondrial stress–induced longevity via chromatin remodeling in response to acetyl-CoA level**

Di Zhu, Xueying Wu, Jun Zhou, Xinyu Li, Xiahe Huang, Jiasheng Li, Junbo Wu, Qian Bian, Yingchun Wang, Ye Tian\*

Published 31 July 2020, *Sci. Adv.* **6**, eabb2529 (2020)

DOI: [10.1126/sciadv.abb2529](https://doi.org/10.1126/sciadv.abb2529)

#### **The PDF file includes:**

Supplementary Materials and Methods  
Fig. S1 to S8  
Tables S1 and S2

#### **Other Supplementary Material for this manuscript includes the following:**

(available at [advances.sciencemag.org/cgi/content/full/6/31/eabb2529/DC1](https://advances.sciencemag.org/cgi/content/full/6/31/eabb2529/DC1))

Data files S1 to S3

## **Materials and Methods**

### **EMS mutagenesis screen**

~100 L4 worms were washed with M9 buffer for three times and suspended in 3 ml M9 buffer. 20  $\mu$ l EMS (Ethyl Methane sulfonate, Sigma #M-0880) was added into 1ml M9 buffer. The 3 ml worms were transferred into the 1ml EMS solution making the final concentration of EMS to 47 mM and incubated at 20°C on a spinning wheel for 4 hours. Then, worms were washed with M9 and transferred to plates. Healthy looking late L4 animals were picked off to use as P0. F1 progeny were then allowed to self-fertilized, and F2 animals were screened for the phenotype of interest.

### **Heat shock assay**

Synchronized day 1 adult worms of different genetic backgrounds were incubated in 34°C for 20 minutes.

### **ER stress assay**

Synchronized L4 stage worms of different genetic backgrounds were incubated in M9 buffer containing 25 ng/ $\mu$ l tunicamycin or DMSO for 4 hours.

### **RNA-seq**

N2 and *lin-40(yth27)* animals were grown from hatch at 20°C on EV or EV+*cco-1* RNAi bacteria and collected by washing with M9 at the L4 stage, followed by snap frozen in liquid nitrogen. Total RNA was extracted from the worms using TRIzol® Reagent according the manufacturer's instructions (Invitrogen #15596018) and genomic DNA was removed using RQ1 RNase-Free DNase (Promega #M6101). Then RNA quality was determined by 2100 Bioanalyser (Agilent) and quantified using the ND-2000 (NanoDrop Technologies). Only high-quality RNA sample (OD260/280=1.8~2.2,

OD<sub>260/230</sub> ≥ 2.0, RIN ≥ 6.5, 28S:18S ≥ 1.0, > 2 μg) was used to construct sequencing library.

RNA-seq transcriptome library was prepared following TruSeq™ RNA sample preparation Kit from Illumina (San Diego, CA) using 1 μg of total RNA. Shortly, messenger RNA was isolated according to polyA selection method by oligo(dT) beads and then fragmented by fragmentation buffer firstly. Secondly double-stranded cDNA was synthesized using a SuperScript double-stranded cDNA synthesis kit (Invitrogen, CA) with random hexamer primers (Illumina). Then the synthesized cDNA was subjected to end-repair, phosphorylation and 'A' base addition according to Illumina's library construction protocol. Libraries were size selected for cDNA target fragments of 200–300 bp on 2% Low Range Ultra Agarose followed by PCR amplified using Phusion DNA polymerase (NEB) for 15 PCR cycles. After quantified by TBS380, paired-end RNA-seq sequencing library was sequenced with the Illumina HiSeq-xten (2 × 150bp read length).

The raw paired end reads were trimmed and quality controlled by SeqPrep (<https://github.com/jstjohn/SeqPrep>) and Sickle (<https://github.com/najoshi/sickle>) with default parameters. Then clean reads were separately aligned to reference genome with orientation mode using TopHat (<http://tophat.cbc.umd.edu/>, version 2.0.0) software. The mapping criteria of bowtie was as follows: sequencing reads should be uniquely matched to the genome allowing up to 2 mismatches, without insertions or deletions. Then the region of genes was expanded following depths of sites and the operon was obtained. In addition, the whole genome was split into multiple 15 kbp windows that share 5 kbp. New transcribed regions were defined as more than 2 consecutive windows without overlapped region of gene, where at least 2 reads mapped per window in the same orientation. To identify DEGs (differential expression genes) between two different samples, the expression level of

each transcript was calculated according to the fragments per kilobase of exon per million mapped reads (FPKM) method. RSEM (<http://deweylab.biostat.wisc.edu/rsem/>) was used to quantify gene abundances.

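The RSEM table lists 46920 loci, of which 46778 carry a WormBase gene identifier. The other 142 are loci assembled from the reads and hold 0.0233% of all counts. Of the WormBase identifiers, 43818 are in the Ensembl release 115 annotation of WBcel235 and 2960 are not. The genome build and annotation that the authors counted on are not given in the sources used here, so genes were matched by identifier and not by position. At least 1 count in the 12 libraries was listed for 20075 loci. The genes tested hold 99.96% of all counts. Across the table, 19382 values are not whole numbers, which RSEM can give where reads are shared out among genes.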

### **Gene ontology (GO) analysis and heat map analysis**

GO analysis of the significant gene list was performed using PANTHER (<http://www.pantherdb.org/>), by using text files containing the Gene ID list (Data file S2). Heat maps of 33 TCA genes (cel00020), 111 OXPHOS genes (cel00190), and 42 glycolysis genes (cel00010) were generated from KEGG pathway database (<http://www.genome.jp/kegg/>). Fold change (FC) was calculated by comparing normalized count values of each condition to each empty vector (EV) control and then transformed to log<sub>2</sub> scale, each condition was repeated three times. Heat maps were generated using a web tool (<https://www.omicsolution.org/wkomics>).

See Data file S2 for complete list of genes used to assemble heat maps.

### **RNA isolation and quantitative PCR analyses**

Total RNA was isolated using TRIzol (Invitrogen #15596018). Worms were synchronized and washed off from the plates using M9 buffer, and 500 µl TRIzol were added to the samples and homogenized by repeated freezing and thawing using liquid nitrogen. RNA was isolated according to manufacturer's instructions. DNA was wiped off using RQ1 RNase-Free DNase (Promega #M6101). cDNA was synthesized using the M-MLV Reverse Transcriptase (Invitrogen #28025013). Gene expression levels were determined by real-time PCR using iTaq Universal SYBR Green Supermix (Bio-Rad #1725121) and Bio-Rad CFX96 Real-Time PCR Detection Systems. Relative gene expression was normalized to *act-3* (T04C12.4) mRNA levels. In each experiment, at least three biological samples were analyzed.

The primer sequences used in the quantitative PCR are listed in Data file S3.

### **Brood size assay**

Worms were cultured in the S-medium containing citrate (50 mM), pyruvate (10 mM), D-glucose (10 mM), or equal volume of H<sub>2</sub>O (vehicle control) with HT115 *E. coli* until young adult stage and then transferred to NGM plate seeded with OP50. The worms were transferred to fresh dishes daily until they stopped laying eggs, and the number of eggs was recorded every day. Six replicates per treatment were used. The nematode brood size was determined based on the sum of total eggs laid by individual hermaphrodites.

### **Measurement of oxygen consumption rates**

Oxygen consumption rate (OCR) measurements were performed using Seahorse XFe-96 analyser (Seahorse Bioscience). Wild-type N2 worms were cultured in the S medium containing citrate, D-glucose, or dH<sub>2</sub>O (vehicle control) with HT115 *E. coli*. OCR was assessed on day 1 of adulthood. Worms were collected and washed for three times with M9 to get rid the traces of bacteria. Ten worms were transferred to each well of Seahorse XF-96 cell culture microplates (Seahorse Bioscience, V3-PS), containing 200 µl M9. OCR was measured fifteen cycles (7 mins/cycle) under basal conditions and normalized to the number of worms counted per well (n=100). Each measurement was repeated at least three times.

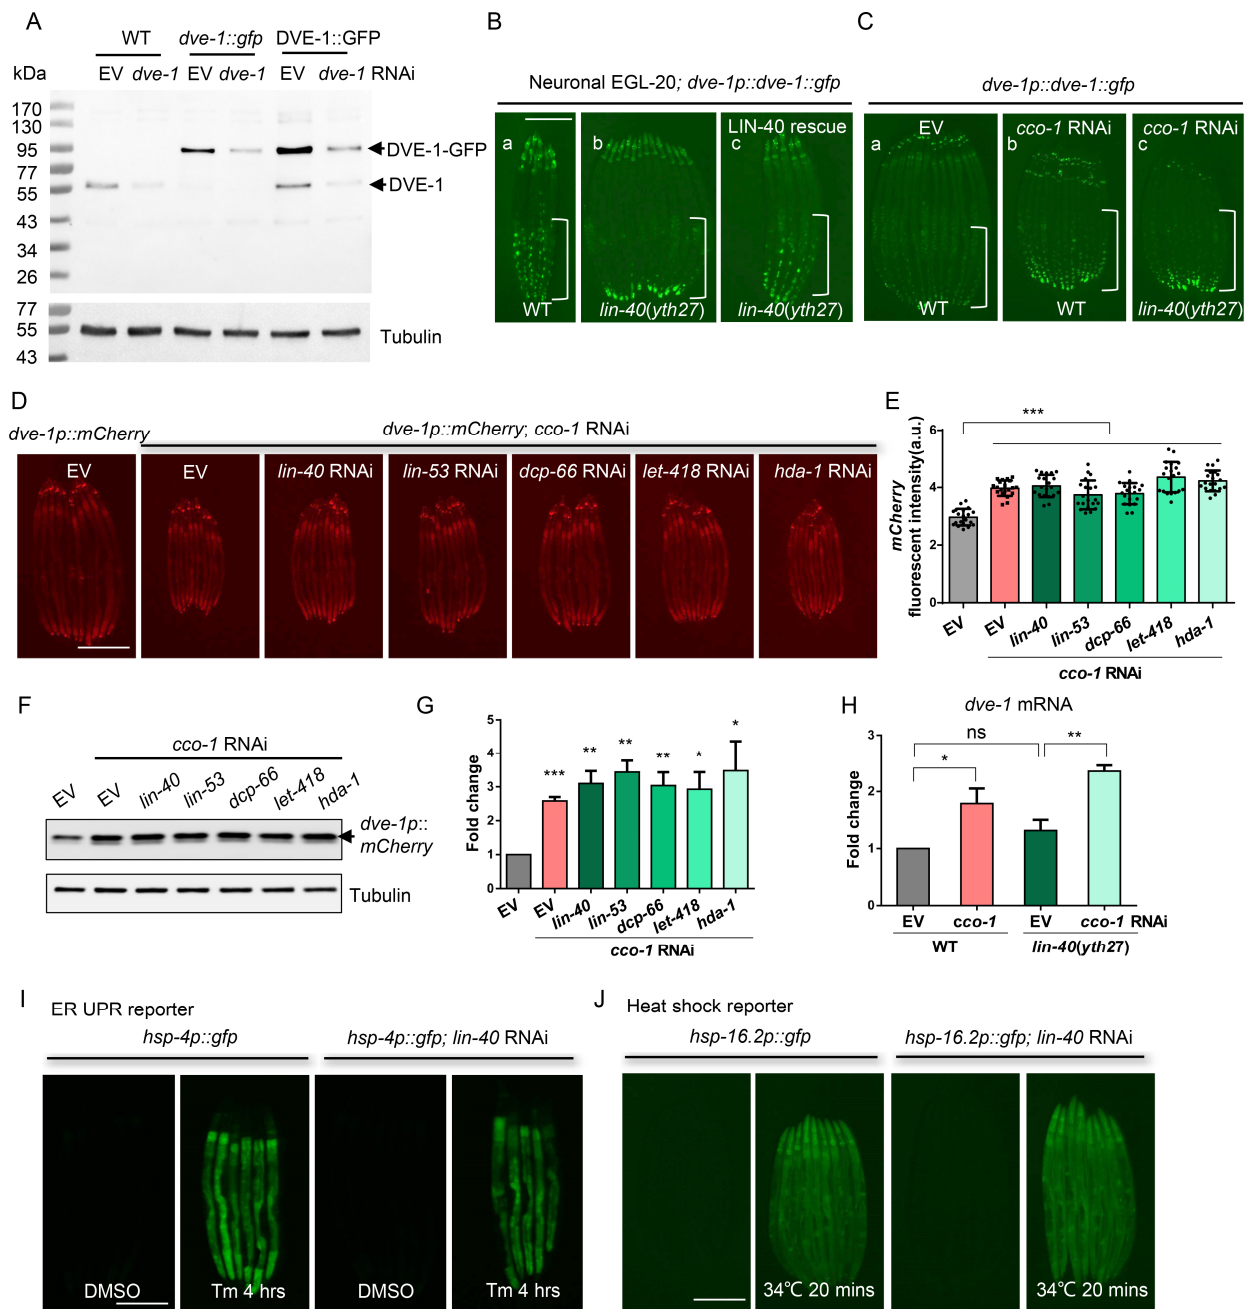

**fig. S1. The NuRD complex is not required for the induction of UPR<sup>ER</sup> or UPR<sup>cyto</sup>.** (A) Immunoblots of DVE-1 in WT, *dve-1::gfp* (*gfp* knock-in by CRISPR), and DVE-1::GFP (over-expression) animals grown on EV or *dve-1* RNAi bacteria using DVE-1 antibody. (B) Representative photomicrographs demonstrating: (a) DVE-1::GFP is accumulated in the intestinal nuclei in neuronal EGL-20 (*rgef-1p::egl-20*) animals. (b) The DVE-1::GFP nuclear accumulation was suppressed by *lin-40* mutation; (c) The suppression of DVE-1::GFP nuclear accumulation can be rescued by *lin-40p::lin-40::Flag::mCherry* expression. Scale bar, 250  $\mu$ m. (C) Representative photomicrographs

demonstrating: (a) DVE-1::GFP expression in WT animals. (b) DVE-1::GFP is accumulated in the intestinal nuclei upon *cco-1* RNAi treatment. (c) The nuclear accumulation of DVE-1::GFP upon *cco-1* RNAi is suppressed by *lin-40* mutation. (D) Representative photomicrographs of *dve-1p::mCherry* animals grown on EV, *cco-1*+EV, *cco-1*+*lin-40*, *cco-1*+*lin-53*, *cco-1*+*dcp-66*, *cco-1*+*let-418*, or *cco-1*+*hda-1* double RNAi bacteria from hatch. Scale bar, 250  $\mu$ m. (E) Quantification of *dve-1p::mCherry* expression of the entire intestine in animals as shown in (D).  $n \geq 15$  worms. (F) Immunoblots of mCherry in *dve-1p::mCherry* animals as shown in (D). (G) Quantification of mCherry protein levels of (F).  $n = 3$ . (H) Quantitative PCR of *dve-1* mRNA level. Synchronized L4 WT or *lin-40* mutant animals grown on EV or EV+*cco-1* RNAi bacteria from hatch were collected for qPCR.  $n = 3$ . (I) *lin-40* is not required for the induction of UPR<sup>ER</sup> reporter *hsp-4p::gfp* expression. Synchronized L4 animals were treated with 25 ng/ml tunicamycin (Tm) or DMSO for 4 hours at 20°C prior to imaging. Scale bar, 250  $\mu$ m. (J) *lin-40* is not required for the induction of cytosolic heat shock stress response reporter *hsp-16.2p::gfp* expression. Synchronized day 1 of adulthood animals were placed at 34°C for 20 min and allowed to recover for 6 hours prior to imaging. Scale bar, 250  $\mu$ m.

\* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.0001$ , ns denotes  $p > 0.05$  via t-test. Error bars, SEM.

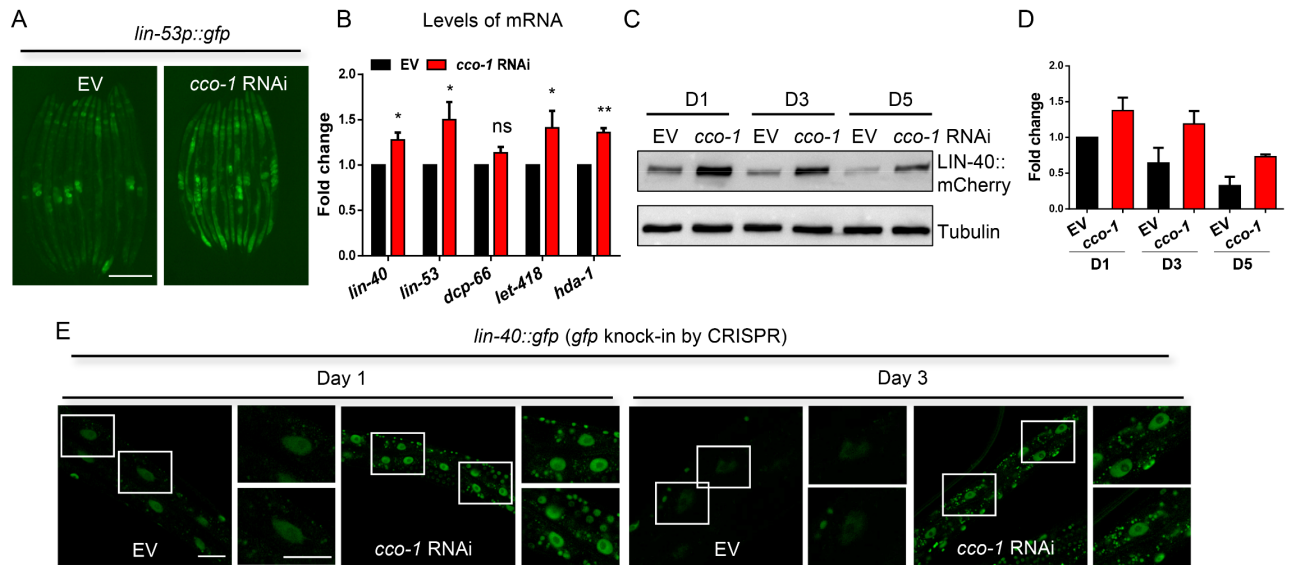

**fig. S2. The expression of NuRD complex subunits is upregulated upon *cco-1* RNAi treatment.**

(A) Representative photomicrographs of *lin-53::gfp* animals in a WT background grown on EV or *cco-1* RNAi bacteria from hatch. Scale bar, 250  $\mu$ m. (B) Quantitative PCR of *lin-40*, *lin-53*, *dcp-66*, *let-418*, and *hda-1* mRNA level. Synchronized L4 worms grown EV or *cco-1*+EV RNAi from hatch were collected for qPCR. \* $p < 0.05$ , \*\* $p < 0.01$ , ns denotes  $p > 0.05$  via t-test. Error bars indicates the SEM from three biological replicates. (C) Immunoblots of LIN-40::mCherry in WT animals grown on EV or *cco-1* RNAi from hatch. Animals were collected at days 1, 3, and 5 of adulthood. Anti-tubulin serves as a loading control. (D) Quantification of LIN-40::mCherry protein levels of (C).  $n = 3$ . (E) Representative photomicrographs of *lin-40::gfp* animals grown on EV or *cco-1* RNAi bacteria from hatch. Animals were observed at days 1 and 3 of adulthood. Dash rectangles highlight the areas enlarged and shown on the right. Scale bar, 25  $\mu$ m.

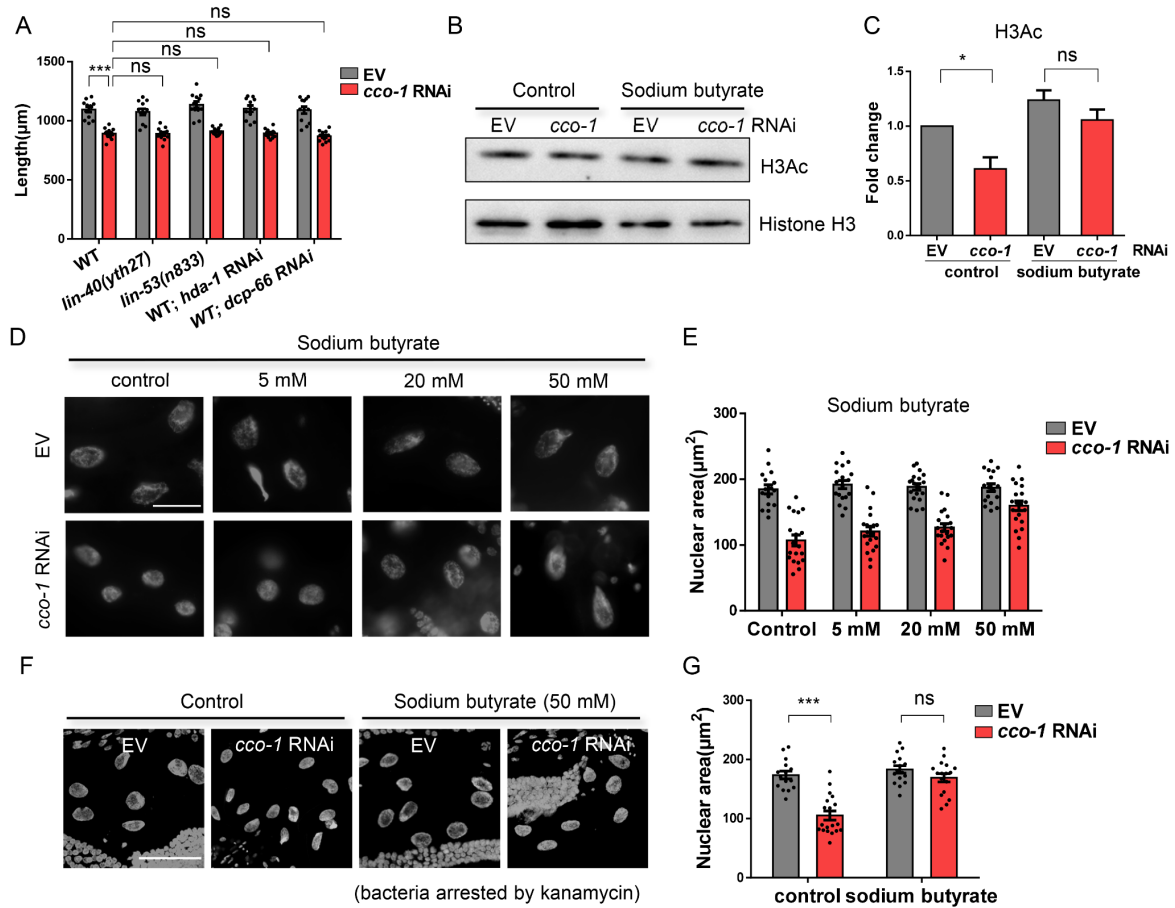

**fig. S3. Histone deacetylation inhibitor suppresses nuclear reorganization under mitochondrial stress conditions.** (A) The body length of day 1 adult WT, *lin-40*, or *lin-53* mutant animals grown on EV, EV+*cco-1*, EV+*hda-1*, *cco-1*+*hda-1*, EV+*dcp-66*, or *cco-1*+*dcp-66* double RNAi bacteria from hatch.  $n \geq 10$  worms. (B) Immunoblots of histone H3Ac in WT animals grown on EV or *cco-1* RNAi bacteria with or without sodium butyrate treatment. (C) Quantification of histone H3Ac levels (relative to histone H3).  $n = 3$ . (D) Representative images of DAPI immunostaining of intestinal nuclei in day 1 adult animals grown on EV or *cco-1* RNAi with or without sodium butyrate treatment (5 mM, 20 mM, and 50 mM). DAPI (grey); Scale bar, 25  $\mu\text{m}$ . (E) Quantification of the intestinal nuclear maximum cross section area at day 1 of adulthood in animals as shown in (D).  $n \geq 15$  nuclei. (F) Representative maximal intensity projection images of DAPI immunostaining of intestinal nuclei in day 1 adult animals grown on EV or *cco-1* RNAi bacteria arrested by kanamycin with or without sodium butyrate treatment. DAPI (grey); Scale bar, 50  $\mu\text{m}$ . (G) Quantification of the intestinal nuclear maximum cross section area at day 1 of adulthood in animals as shown in (F).  $n \geq 15$  nuclei.

\* $p < 0.05$ , \*\*\* $p < 0.0001$ , ns denotes  $p > 0.05$  via t-test. Error bars, SEM.

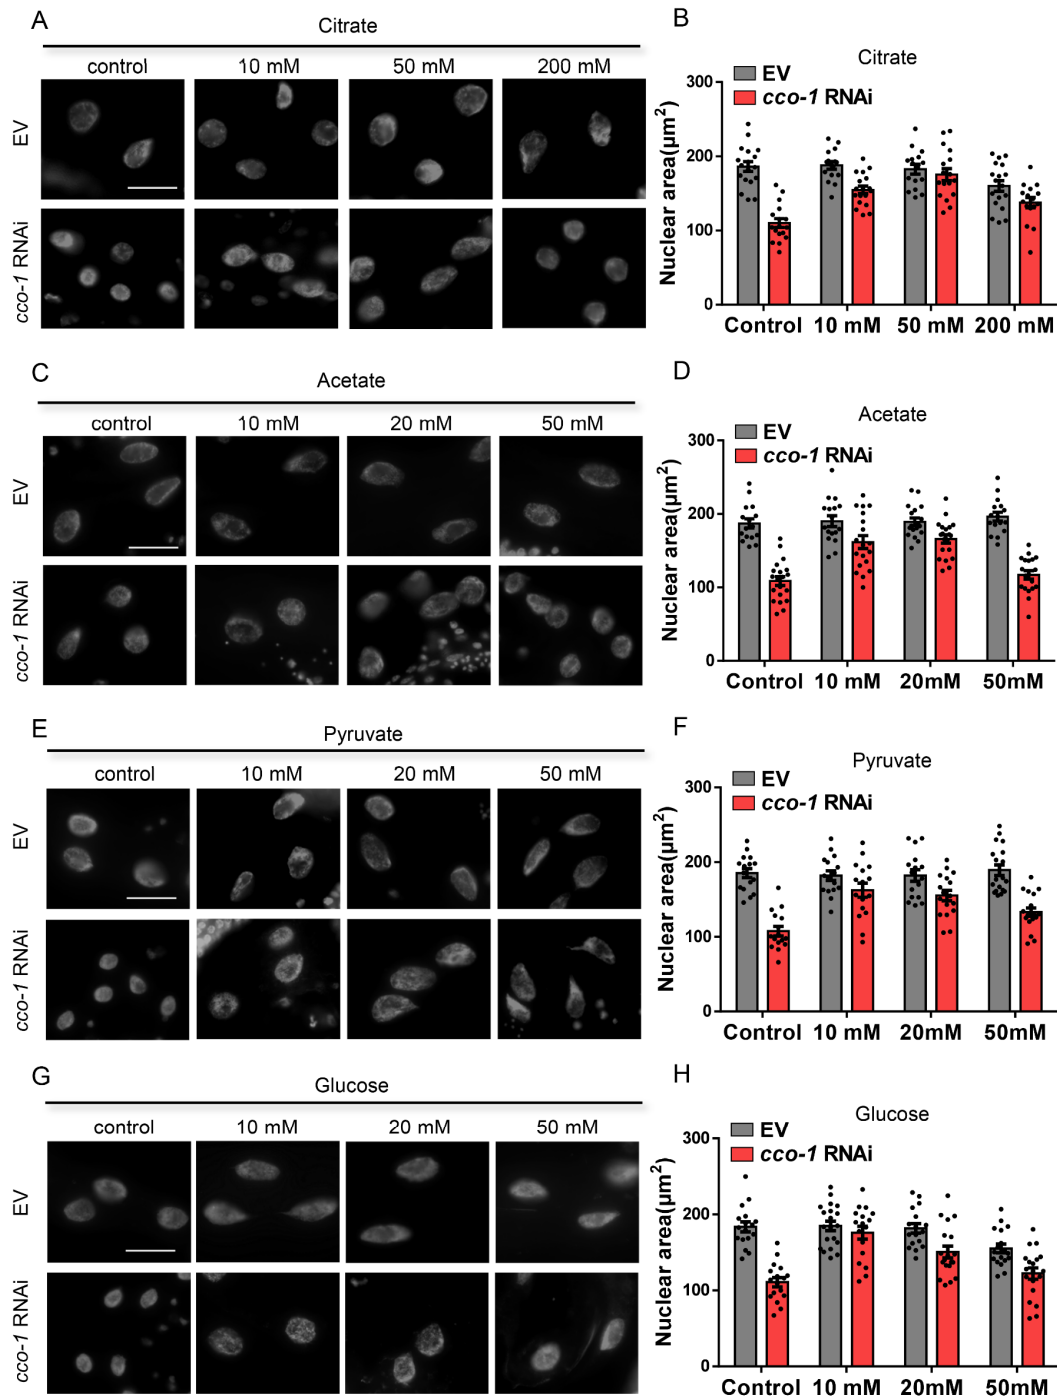

**fig. S4. Adding substrates of acetyl-CoA during development attenuates chromatin reorganization under mitochondrial stress conditions.** (A, C, E, and G) Representative images of DAPI immunostaining of intestinal nuclei in day 1 adult animals grown on EV or *cco-1* RNAi bacteria with or without the corresponding metabolites treatment during development. DAPI (grey); Scale bar, 25  $\mu\text{m}$ . (B, D, F, and H) Quantification of intestinal nuclear maximum cross section area at day 1 of adulthood in animals as shown in (A, C, E, and G).  $n \geq 15$  nuclei.

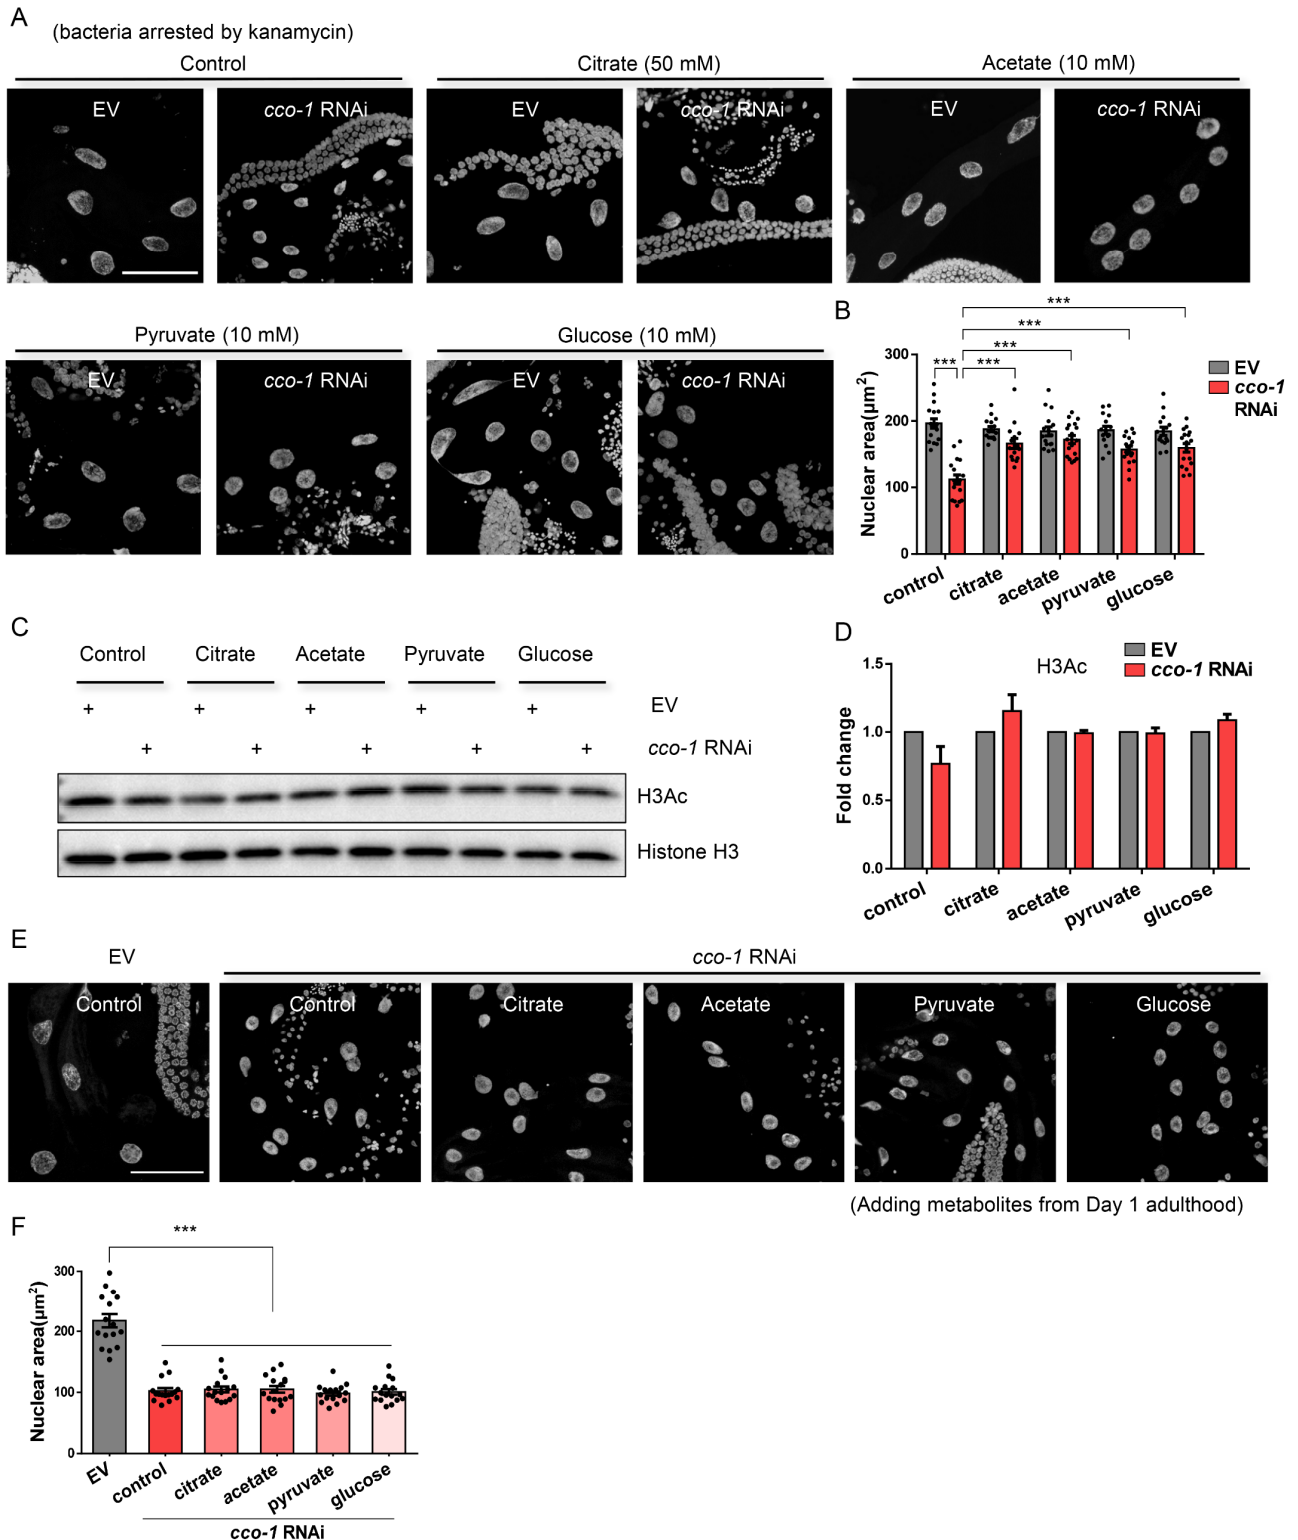

**fig. S5. Adding substrates of acetyl-CoA during adulthood has no effect on chromatin structure under mitochondrial stress conditions.** (A) Representative maximal intensity projection images of DAPI immunostaining of intestinal nuclei in day 1 adult animals grown on EV or *cco-1* RNAi bacteria arrested by kanamycin with or without metabolites treatment (as indicated). DAPI (grey). Scale bar,

50  $\mu$ m. **(B)** Quantification of the intestinal nuclear maximum cross section area at day 1 of adulthood in animals as shown in (A).  $n \geq 15$  nuclei. **(C)** Immunoblots of histone H3Ac in WT animals grown on EV or *cco-1* RNAi with or without citrate (50 mM), acetate (10 mM), pyruvate (10 mM), or glucose (10 mM). Anti-histone H3 serves as loading control. **(D)** Quantified mean data of histone H3Ac levels (relative to histone H3).  $n = 2$ . **(E)** Representative maximal intensity projection images of DAPI immunostaining of intestinal nuclei in day 3 adult animals grown on EV or *cco-1* RNAi bacteria from hatch with or without metabolites treatment (as indicated) only during adulthood. DAPI (grey); Scale bar, 50  $\mu$ m. **(F)** Quantification of the intestinal nuclear maximum cross section area at day 3 of adulthood in animals as shown in (E).  $n \geq 15$  nuclei.

\*\*\* $p < 0.0001$  via t-test. Error bars, SEM.

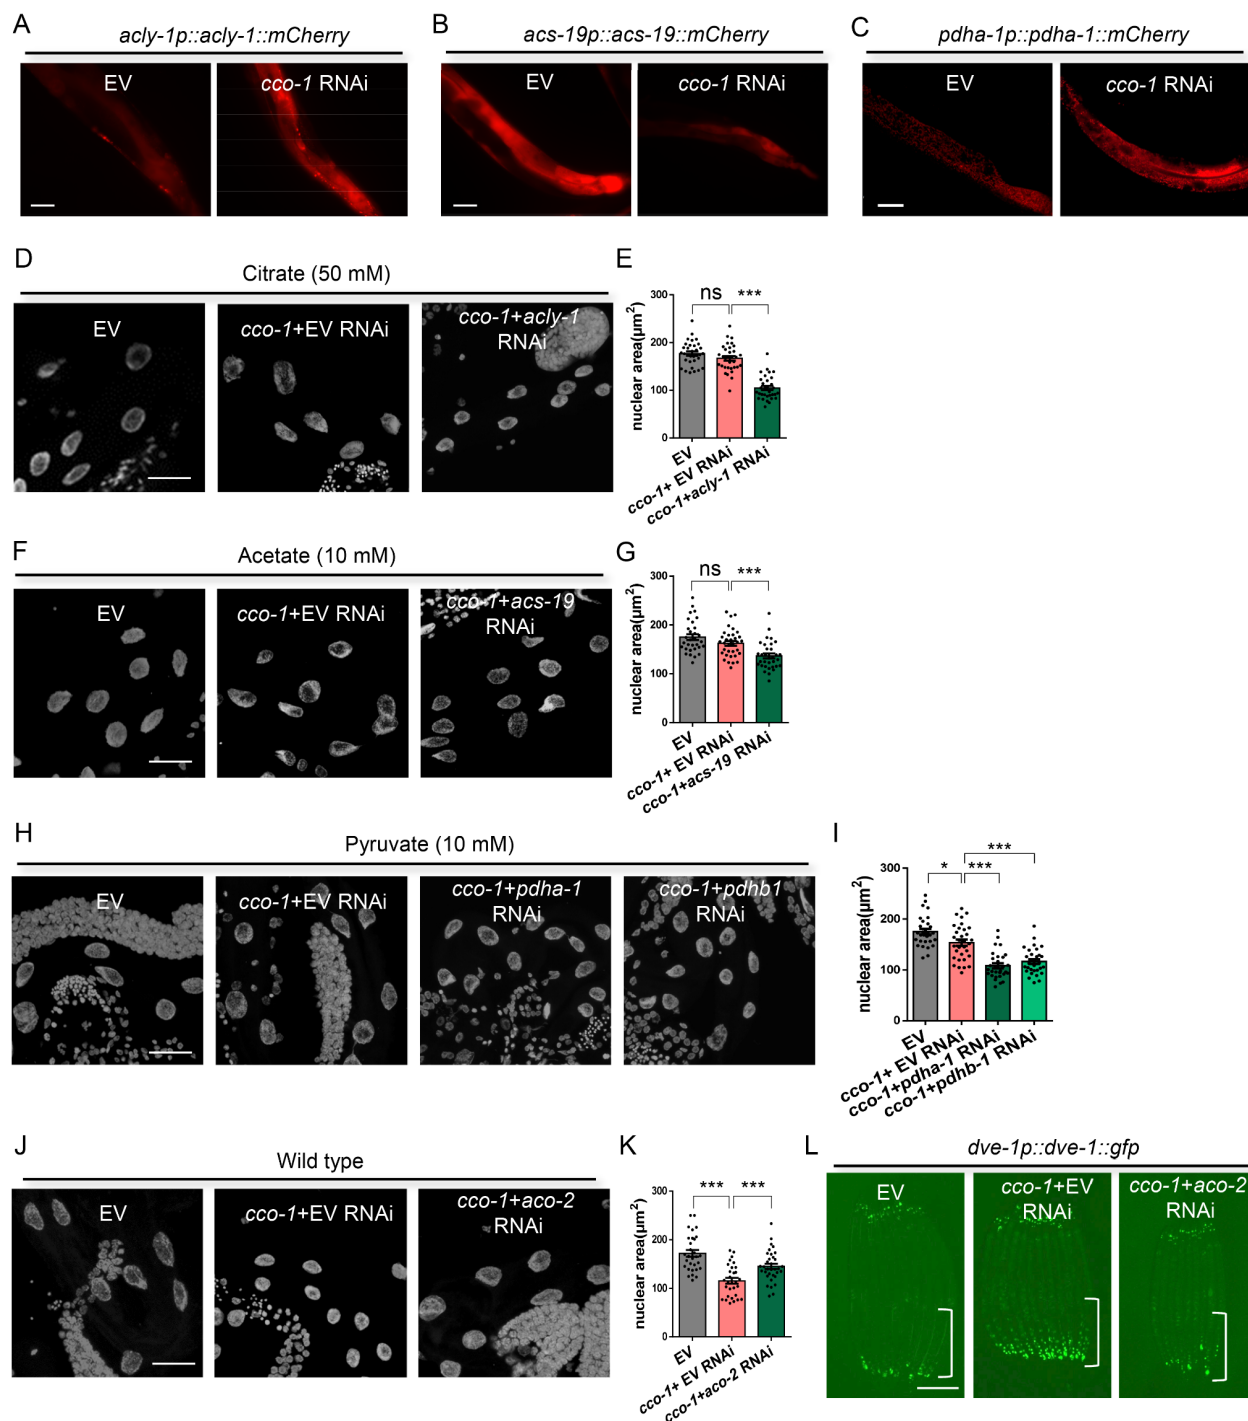

**fig. S6. Enzymes involved in acetyl-CoA synthesis respond to mitochondrial stress.** (A) Representative photomicrographs of *acly-1p::acly-1::mCherry* animals grown on EV or *cco-1* RNAi bacteria from hatch. Scale bar, 25  $\mu\text{m}$ . (B) Representative photomicrographs of *acs-19p::acs-19::mCherry* animals grown on EV or *cco-1* RNAi bacteria from hatch. Scale bar, 25  $\mu\text{m}$ . (C) Representative photomicrographs of *pdha-1p::pdha-1::mCherry* animals grown on EV or *cco-1* RNAi bacteria from hatch. Scale bar, 25  $\mu\text{m}$ . (D) Representative maximal intensity projection images of

DAPI immunostaining of intestinal nuclei in day 1 adult animals grown on EV, *cco-1*+EV, or *cco-1+acly-1* double RNAi bacteria with 50 mM citrate treatment. DAPI (grey). Scale bar, 25  $\mu$ m. (E) Quantification of the intestinal nuclear maximum cross section area at day 1 of adulthood in animals as shown in (D). (F) Representative maximal intensity projection images of DAPI immunostaining of intestinal nuclei in day 1 adult WT, animals grown on EV, *cco-1*+EV, or *cco-1+acs-19* double RNAi bacteria with 10 mM acetate treatment. DAPI (grey). Scale bar, 25  $\mu$ m. (G) Quantification of the intestinal nuclear maximum cross section area at day 1 of adulthood in animals as shown in (F). (H) Representative maximal intensity projection images of DAPI immunostaining of intestinal nuclei in day 1 adult WT, animals grown on EV, *cco-1*+EV, *cco-1+pdha-1*, or *cco-1+pdhb-1* double RNAi bacteria with 10 mM pyruvate treatment. DAPI (grey). Scale bar, 25  $\mu$ m. (I) Quantification of the intestinal nuclear maximum cross section area at day 1 of adulthood in animals as shown in (H). (J) Representative maximal intensity projection images of DAPI immunostaining of intestinal nuclei in day 1 adult animals grown on EV, *cco-1*+EV, or *cco-1+aco-2* double RNAi bacteria from hatch. DAPI (grey). Scale bar, 25  $\mu$ m. (K) Quantification of the intestinal nuclear maximum cross section area at day 1 of adulthood in animals as shown in (J). (L) Representative photomicrographs of *dve-1p::dve-1::gfp* animals grown on EV, *cco-1*+EV, or *cco-1+aco-2* double RNAi bacteria from hatch. Scale bar, 250  $\mu$ m.

\* $p < 0.05$ , \*\*\* $p < 0.0001$ , ns denotes  $p > 0.05$  via t-test. Error bars, SEM;  $n \geq 25$  nuclei.

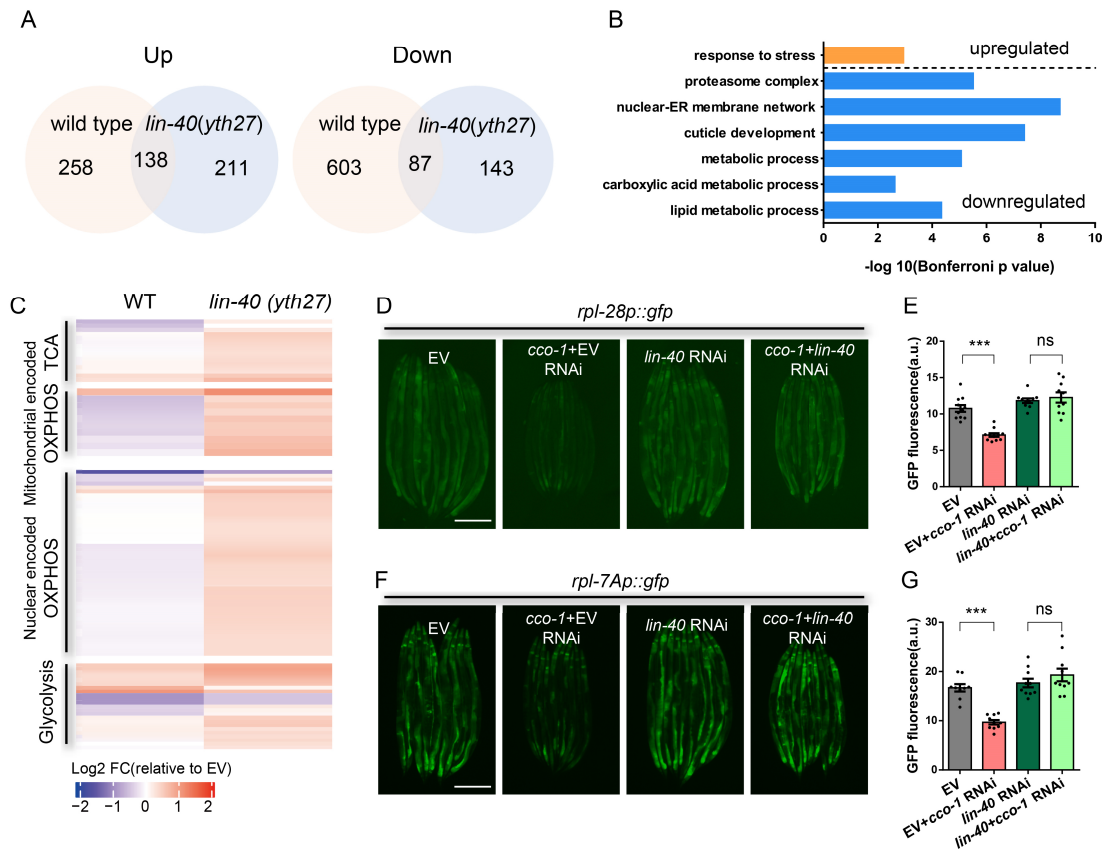

**fig. S7. NuRD complex is required for the transcriptional response to the mitochondrial stress.**

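Among the up-regulated DEGs, 236 were found in WT animals alone, 87 in both genotypes and 36 in *lin-40*(*yth27*) animals alone. Among the down-regulated DEGs the numbers were 564, 42 and 8. The genes found in WT alone, 800 in all, numbered 510 without WT EV replicate 1, 227 without WT EV replicate 3, 531 without WT *cco-1* replicate 1 and 325 without WT *cco-1* replicate 2. The 129 shared genes numbered 65 without WT EV replicate 3 and 84 without WT *cco-1* replicate 2, and 40, 24, 23, 43, 68 and 52 without *lin-40*(*yth27*) EV replicate 1, 2 and 3 and *lin-40*(*yth27*) *cco-1* replicate 1, 2 and 3. The 44 genes found in *lin-40*(*yth27*) alone numbered 98 without WT *cco-1* replicate 1, and 4, 3, 3, 15, 27 and 3 without the same 6 *lin-40*(*yth27*) libraries in turn. They numbered 178 with each genotype fitted on its own 6 libraries, 164 with DESeq2 and 215 with the block by short-name number. DESeq2 on the own 6 libraries with shrunken fold changes, chosen after seeing the data, gave 346. Library totals gave 18 and removal of the gene-length trend 19. Their share of the *lin-40*(*yth27*) DEGs was 25.4% as reported and 71.5% on the own 6 libraries.

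The genes with the largest changes were taken from the DEGs whose 3 libraries on *cco-1* RNAi all lay beyond the 3 on EV, with a mean of at least 5 CPM. The largest rise was that of *F22B3.7* (WBGene00009038; chromosome IV, 11417581 to 11421796), with log2 fold changes of 6.94 in WT (standard error 0.79, adjusted p = 9.08e-04 from edgeR with BH) and 6.53 in *lin-40*(*yth27*) (standard error 0.82, adjusted p = 0.00449). Its EV libraries held 10 counts in total in WT and 7 in *lin-40*(*yth27*), so the size of its fold change is imprecise. *cyp-14A4* (WBGene00011009) rose by 4.95 in WT (standard error 0.53) and 3.68 in *lin-40*(*yth27*) (standard error 0.50), where its call did not hold without *lin-40*(*yth27*) EV replicate 2 (adjusted p = 0.0528 with edgeR and BH, within a range of 1.23e-19 to 0.0528 over its alternatives). *cyp-33C8* (WBGene00019967) rose by 3.66 and 2.91, *clec-17* (WBGene00008477) by 3.28 and 3.24, and *B0205.13* (WBGene00044644) by 2.62 and 2.92, with standard errors of 0.24 to 0.30. *hrg-2* (WBGene00010473) rose by 2.87 in WT and 2.94 in *lin-40*(*yth27*). Its *lin-40*(*yth27*) call did not hold without *lin-40*(*yth27*) EV replicate 1, 2 or 3 or *lin-40*(*yth27*) *cco-1* replicate 1 (adjusted p 0.0623 to 0.0915 with edgeR and BH). *F15B9.6* (WBGene00008850) rose by 3.43 in WT (standard error 0.47, adjusted p = 0.00227 from edgeR with BH) and by 0.81 in *lin-40*(*yth27*) (standard error 0.36, adjusted p = 0.405). The difference of −2.62 had an adjusted p of 0.388 with edgeR and 0.0255 with DESeq2, both with BH.

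Among the down-regulated genes, *fat-7* (WBGene00001399) had 109 counts in the WT EV libraries and 1 on *cco-1* RNAi. The ratio, corrected for library size, was 119 (95% counting interval 20.9 to 4729), with an adjusted p of 0.0141 from edgeR with BH. The call did not hold without WT EV replicate 3 or WT *cco-1* replicate 2 or 3 (adjusted p 0.0500 to 0.0655). In *lin-40*(*yth27*) *fat-7* changed by −3.43 (standard error 0.65, adjusted p = 0.0302 from edgeR with BH), a call that was lost without WT EV replicate 3, WT *cco-1* replicate 2 or 3, any one of the *lin-40*(*yth27*) EV libraries, or *lin-40*(*yth27*) *cco-1* replicate 2 or 3, or with DESeq2 on the 6 *lin-40*(*yth27*) libraries and shrunken fold changes, chosen after seeing the data (adjusted p 0.0505 to 0.146). *BE0003N10.6* (WBGene00255598) changed by −3.75 in WT, and its call did not hold without WT EV replicate 3 or WT *cco-1* replicate 2 or in a fit on the 6 WT libraries alone (adjusted p 0.0556 to 0.0714). *asp-17* (WBGene00012683) changed by −3.12 in WT (adjusted p = 0.00973 from edgeR with BH) and −1.12 in *lin-40*(*yth27*) (adjusted p = 0.373). *asm-3* (WBGene00000213) changed by −3.099 in WT, a call lost without WT EV replicate 1 or 3 or WT *cco-1* replicate 1 or 2 (adjusted p 0.0512 to 0.0819). *F54B11.11* (WBGene00010034) changed by −3.06 in WT (standard error 0.31) and −2.05 in *lin-40*(*yth27*) (standard error 0.29).

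The other large falls in *lin-40*(*yth27*) each rested on single libraries. *T22B7.7* (WBGene00020674) changed by −2.08 in *lin-40*(*yth27*) (adjusted p = 0.0160 from edgeR with BH) and 0.52 in WT (adjusted p = 0.432). Its *lin-40*(*yth27*) call did not hold without *lin-40*(*yth27*) EV replicate 2 or 3 or *lin-40*(*yth27*) *cco-1* replicate 1 or 3 (adjusted p 0.0655 to 0.0911). *C30G12.2* (WBGene00016274) changed by −1.44 in WT and −1.60 in *lin-40*(*yth27*). The first call did not hold without WT EV replicate 3 (adjusted p = 0.0504 with edgeR and BH, within a range of 4.20e-07 to 0.0504 over its alternatives), and the second without *lin-40*(*yth27*) EV replicate 2 or 3 or *lin-40*(*yth27*) *cco-1* replicate 1 or 2 (adjusted p 0.0729 to 0.103). *lipl-2* (WBGene00009773) changed by −0.86 in WT (adjusted p = 0.0920 from edgeR with BH, 0.0419 with DESeq2, 0.0213 with the replicate block by short-name number, and 0.0213 to 0.237 over its alternatives) and −1.49 in *lin-40*(*yth27*) (adjusted p = 0.0280), which did not hold without any one of the 6 *lin-40*(*yth27*) libraries (adjusted p 0.0596 to 0.104).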

(A) Venn diagram of differentially expressed genes (DEGs) in WT and *lin-40* mutant animals grown on *cco-1* RNAi bacteria for 2 days. Genes with adjusted p value < 0.05 were selected as DEGs. (B) Representative top GO terms of upregulated and downregulated genes dependent on *lin-40* (Bonferroni adjusted p value < 0.05). (C) Heat map of 33 TCA genes (cel00020), 111 OXPHOS genes (cel00190), and 42 glycolysis genes (cel00010) from the KEGG pathway database. 

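The heat map divides 174 different genes over these pathways, of which 172 could be tested. In *lin-40*(*yth27*) animals upon *cco-1* RNAi, 150 of them were higher and 22 lower than on EV. Past the threshold over all genes were 6 higher and 2 lower genes, and adjusted over the list alone 14 and 2 (edgeR, BH). DESeq2 called 15 genes. In WT, 40 were higher and 132 lower, with 2 higher and 5 lower genes past the threshold in either way of adjusting. In the interaction, 157 genes were higher and 15 lower in *lin-40*(*yth27*), with 59 at an unadjusted p under 0.05. With edgeR 0 passed in either way of adjusting, and with DESeq2 0 passed over all genes, while within the mitochondrial-encoded list 9 passed with edgeR adjusted over the list alone. By list, the genes higher and lower in *lin-40*(*yth27*) upon *cco-1* RNAi were 31 and 2 for the TCA cycle, 11 and 1 for mitochondrial-encoded OXPHOS, 88 and 10 for nuclear-encoded OXPHOS, and 32 and 9 for glycolysis. In WT they were 9 and 24, 1 and 11, 13 and 85, and 20 and 21.

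Among the mitochondrial-encoded genes, *ctc-1* (WBGene00010964, at 7827 to 9428 of the mitochondrial genome) had the highest change in *lin-40*(*yth27*), at 1.24 (adjusted p = 0.0187 from edgeR with BH). It did not pass without *lin-40*(*yth27*) EV replicate 1, 2 or 3 or *lin-40*(*yth27*) *cco-1* replicate 3 (adjusted p 0.0548 to 0.108). In WT it rose by 0.76 (adjusted p = 0.0529), unlike the other 11 genes of its list. It passed there with library totals, the stricter filter, DESeq2 on the 12 libraries, DESeq2 on its own 6 libraries with shrunken fold changes, chosen after seeing the data, either replicate block, and without WT EV replicate 1 or *lin-40*(*yth27*) *cco-1* replicate 1 or 3 (adjusted p 0.00173 to 0.0418, within a range of 0.00173 to 0.210 over its alternatives). The lowest change in *lin-40*(*yth27*) was that of *ndfl-4* (WBGene00010958), at −0.26 (adjusted p = 0.921 from edgeR with BH). It held 3, 32 and 13 counts on EV and 19, 8 and 9 on *cco-1* RNAi. Its change ran from −0.71 to 0.62 as each library was left out, so its sign rested on single libraries. In the nuclear-encoded list the changes in *lin-40*(*yth27*) ranged from that of the RNAi target *cox-5B* to 0.81 for *cox-17* (WBGene00018240, adjusted p = 0.461 from edgeR with BH). *cox-17* held 10 to 44 counts in the *lin-40*(*yth27*) libraries, and its change ran from 0.48 to 1.22 as each library was left out. The TCA cycle genes ranged from −0.02 for *idh-1* (WBGene00010317) to 0.74 for *pck-1* (WBGene00021043, adjusted p = 0.223 from edgeR with BH). *pck-1* passed in *lin-40*(*yth27*) with edgeR on its own 6 libraries, either replicate block, the title block with the gene-length trend removed, and DESeq2 on its own 6 libraries with shrunken fold changes, the last 2 chosen after seeing the data (adjusted p 1.84e-04 to 0.0473, within a range of 1.84e-04 to 0.576 over its alternatives). In the glycolysis list, *aldo-1* (WBGene00011474) rose by 1.03 in *lin-40*(*yth27*) (adjusted p = 0.0193 from edgeR with BH) and by 0.57 in WT (adjusted p = 0.0766). In WT it passed with library totals, the stricter filter, DESeq2 on the 12 libraries, either replicate block and without WT EV replicate 1 (adjusted p 0.00527 to 0.0430, within a range of 0.00527 to 0.262 over its alternatives). Its *lin-40*(*yth27*) call did not hold without *lin-40*(*yth27*) EV replicate 1, 2 or 3 or *lin-40*(*yth27*) *cco-1* replicate 3 (adjusted p 0.0773 to 0.115), nor with the trend of each library with gene length removed, a setting chosen after seeing the data. *C01B4.6* (WBGene00015270) had the lowest change of that list in *lin-40*(*yth27*), at −0.66 (adjusted p = 0.316 from edgeR with BH), and in WT it changed by −1.004 (adjusted p = 0.0306), a call lost without WT EV replicate 1 or 3, any one of the WT *cco-1* libraries, or *lin-40*(*yth27*) EV replicate 3, or in a fit on the 6 WT libraries alone (adjusted p 0.0515 to 0.135).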

Fold change (FC) was calculated by comparing normalized count values of each condition to each empty vector control and then transformed to log<sub>2</sub> scale. Each condition was replicated three times. (D) Representative photomicrographs of *rpl-28p::gfp* animals grown on EV, *cco-1*+EV, EV+*lin-40*, or *cco-1*+*lin-40* double RNAi bacteria from hatch. Scale bar, 250  $\mu$ m. (E) Quantification of *rpl-28p::gfp* expression of the entire intestine in animals as shown in (D).  $n \geq 10$  worms. (F) Representative photomicrographs of *rpl-7Ap::gfp* animals grown on EV, *cco-1*+EV, EV+*lin-40*, or *cco-1*+*lin-40* double RNAi bacteria from hatch. Scale bar, 250  $\mu$ m. (G) Quantification of *rpl-7Ap::gfp* expression of the entire intestine in

animals as shown in (F).  $n \geq 10$  worms.

\*\*\* $p < 0.0001$ , ns denotes  $p > 0.05$  via t-test. Error bars, SEM.

See Data file S2 for list of genes differentially expressed with *cco-1* RNAi treatment.

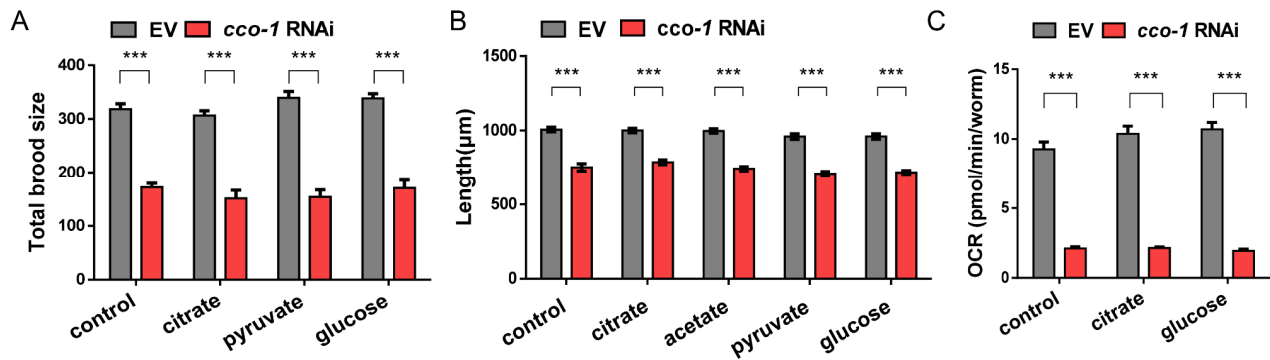

**fig. S8. Adding substrates of acetyl-CoA does not restore the decreased oxygen consumption rate and fecundity under mitochondrial stress conditions.** (A) Supplementation of citrate (50 mM), pyruvate (10 mM), or glucose (10 mM) does not restore *cco-1* RNAi-induced fecundity decrease. n = 6 worms. (B) Supplementation of citrate (50 mM), acetate (10 mM), pyruvate (10 mM), or glucose (10 mM) does not restore *cco-1* RNAi-triggered body length decrease. n = 15 worms. (C) Supplementation of citrate (50 mM) or glucose (10 mM) does not restore *cco-1* RNAi-induced oxygen consumption rate (OCR) decrease. n = 100 worms.

\*\*\*p < 0.0001 via t-test. Error bars, SEM.

**Table S1. Lifespan statistics (related to Fig. 6).**

| Related Figures | Repeat | Strains                                  | Median lifespan (Days) | Total Animals | Censored Animals | P-value     |
|-----------------|--------|------------------------------------------|------------------------|---------------|------------------|-------------|
| Fig. 6A         | 1#     | WT; EV                                   | 22                     | 161           | 6                |             |
|                 |        | <i>lin-40(yth27)</i> ; EV                | 10                     | 153           | 16               | ***< 0.0001 |
|                 |        | <i>lin-53(n833)</i> ; EV                 | 18                     | 153           | 19               | ***< 0.0001 |
|                 |        | WT; <i>cco-1</i> RNAi                    | 30                     | 163           | 12               |             |
|                 |        | <i>lin-40(yth27)</i> ; <i>cco-1</i> RNAi | 12                     | 157           | 8                | ***< 0.0001 |
|                 |        | <i>lin-53(n833)</i> ; <i>cco-1</i> RNAi  | 18                     | 153           | 11               | ***< 0.0001 |
|                 | 2#     | WT; EV                                   | 24                     | 143           | 13               |             |
|                 |        | <i>lin-40(yth27)</i> ; EV                | 10                     | 123           | 21               | ***< 0.0001 |
|                 |        | <i>lin-53(n833)</i> ; EV                 | 20                     | 148           | 12               | ***< 0.0001 |
|                 |        | WT; <i>cco-1</i> RNAi                    | 30                     | 128           | 9                |             |
|                 |        | <i>lin-40(yth27)</i> ; <i>cco-1</i> RNAi | 12                     | 126           | 23               | ***< 0.0001 |
|                 |        | <i>lin-53(n833)</i> ; <i>cco-1</i> RNAi  | 18                     | 122           | 21               | ***< 0.0001 |
| Fig. 6C         | 1#     | WT                                       | 21                     | 172           | 8                |             |
|                 |        | LIN-40 over-expression                   | 25                     | 173           | 7                | ***< 0.0001 |
|                 | 2#     | WT                                       | 21                     | 147           | 6                |             |
|                 |        | LIN-40 over-expression                   | 25                     | 154           | 19               | ***< 0.0001 |
| Fig. 6D         | 1#     | WT; EV                                   | 21                     | 169           | 3                |             |
|                 |        | WT; EV; citrate                          | 21                     | 166           | 7                | 0.2684(ns)  |
|                 |        | WT; EV; acetate                          | 18                     | 153           | 16               | ***< 0.0001 |
|                 |        | WT; <i>cco-1</i> RNAi                    | 32                     | 160           | 15               |             |
|                 |        | WT; <i>cco-1</i> RNAi; citrate           | 26                     | 168           | 7                | ***< 0.0001 |
|                 |        | WT; <i>cco-1</i> RNAi; acetate           | 22                     | 163           | 17               | ***< 0.0001 |
|                 | 2#     | WT; EV                                   | 22                     | 138           | 6                |             |
|                 |        | WT; EV; citrate                          | 22                     | 141           | 5                | 0.6443(ns)  |
|                 |        | WT; EV; acetate                          | 20                     | 137           | 9                | **< 0.001   |
|                 |        | WT; <i>cco-1</i> RNAi                    | 28                     | 140           | 11               |             |
|                 |        | WT; <i>cco-1</i> RNAi; citrate           | 24                     | 128           | 6                | ***< 0.0001 |
|                 |        | WT; <i>cco-1</i> RNAi; acetate           | 22                     | 139           | 8                | ***< 0.0001 |
| Fig. 6E         | 1#     | WT; EV                                   | 21                     | 153           | 2                |             |
|                 |        | WT; EV; pyruvate                         | 16                     | 166           | 10               | **< 0.001   |
|                 |        | WT; EV; glucose                          | 18                     | 167           | 6                | *< 0.05     |
|                 |        | WT; <i>cco-1</i> RNAi                    | 29                     | 163           | 12               |             |
|                 |        | WT; <i>cco-1</i> RNAi; pyruvate          | 22                     | 177           | 3                | ***< 0.0001 |
|                 |        | WT; <i>cco-1</i> RNAi; glucose           | 18                     | 185           | 10               | ***< 0.0001 |
|                 | 2#     | WT; EV                                   | 22                     | 134           | 5                |             |
|                 |        | WT; EV; pyruvate                         | 19                     | 144           | 11               | **< 0.001   |

|  |  |                                 |    |     |    |             |
|--|--|---------------------------------|----|-----|----|-------------|
|  |  | WT; EV; glucose                 | 18 | 144 | 9  | **< 0.001   |
|  |  | <b>WT; <i>cco-1</i> RNAi</b>    | 29 | 141 | 8  |             |
|  |  | WT; <i>cco-1</i> RNAi; pyruvate | 23 | 132 | 13 | ***< 0.0001 |
|  |  | WT; <i>cco-1</i> RNAi; glucose  | 22 | 146 | 5  | ***< 0.0001 |

**Table S2. List of *C. elegans* strains**

| Strains                                                                                                                              | Source             | WormBase ID |
|--------------------------------------------------------------------------------------------------------------------------------------|--------------------|-------------|
| Bristol (N2) strain as wild-type (WT)                                                                                                | CGC                | N2          |
| SJ4100 (zcIs13[ <i>hsp-6p::gfp</i> ] V)                                                                                              | CGC                | SJ4100      |
| SJ4005 (zcIs4[ <i>hsp-4p::gfp</i> ] V)                                                                                               | CGC                | SJ4005      |
| CL2070 (dvIs70[ <i>hsp-16.2p::gfp</i> + <i>rol-6(su1006)</i> ])                                                                      | CGC                | CL2070      |
| SJ4197 (zcIs39[ <i>dve-1p::dve-1::gfp</i> ])                                                                                         | CGC                | SJ4197      |
| OH10993(otEx4944[ <i>lin-53p::lin-53::gfp</i> + <i>rol-6</i> ])                                                                      | CGC                | OH10993     |
| MT10408(nEx998[ <i>lin-53p::gfp</i> + <i>unc-76(+)</i> ])                                                                            | CGC                | MT10408     |
| MT14761( <i>lin-53(n833)</i> I)                                                                                                      | CGC                | MT14761     |
| VC3201( <i>atfs-1(gk3094)</i> V)                                                                                                     | CGC                | VC3201      |
| BC15433( <i>dpy-5(e907)</i> I; sEx15433[ <i>rpl-28p::gfp</i> + <i>pCeh361</i> ])                                                     | CGC                | BC15433     |
| BC15215( <i>dpy-5(e907)</i> I; sEx15215[ <i>rpl-7Ap::gfp</i> + <i>pCeh361</i> ])                                                     | CGC                | BC15215     |
| SJZ47(foxSi16[ <i>myo-3p::tomm-20::mKate2::HA::tbb-2 3'</i> UTR] I)                                                                  | CGC                | SJZ47       |
| SJZ204(foxSi37[ <i>ges-1p::tomm-20::mKate2::HA::tbb-2 3'</i> UTR] I)                                                                 | CGC                | SJZ204      |
| LTY747(ythIs27[ <i>lin-40p::lin-40::FLAG::mCherry</i> + <i>rol-6</i> ])                                                              | This study         | N/A         |
| LTY795(ythIs23[ <i>lin-53p::lin-53::gfp</i> + <i>rol-6</i> ])                                                                        | This study         | N/A         |
| LTY561(ythIs16[ <i>dve-1p::mCherry</i> + <i>rol-6</i> ])                                                                             | This study         | N/A         |
| LTY913( <i>lin-40(yth27)</i> V)                                                                                                      | This study         | N/A         |
| LTY1284(ythEx187[ <i>acly-1p::acly-1::mCherry</i> + <i>rol-6</i> ])                                                                  | This study         | N/A         |
| LTY1286(ythEx189[ <i>acs-19p::acs-19::mCherry</i> + <i>rol-6</i> ])                                                                  | This study         | N/A         |
| LTY1416(ythEx202[ <i>pdha-1p::pdha-1::mCherry</i> + <i>rol-6</i> ])                                                                  | This study         | N/A         |
| LTY797(ythIs27[ <i>lin-40p::lin-40::Flag::mCherry</i> + <i>rol-6</i> ]; <i>atfs-1(gk3094)</i> V)                                     | This study         | N/A         |
| LTY844(zcIs39[ <i>dve-1p::dve-1::gfp</i> ] II; <i>lin-40(yth27)</i> V)                                                               | This study         | N/A         |
| LTY39(ythIs3[ <i>rgef-1p::egl-20</i> + <i>myo-2p::tomato</i> ] IV; zcIs39[ <i>dve-1p::dve-1::gfp</i> ] II)                           | Zhang et al., 2018 | N/A         |
| LTY1221(ythIs23[ <i>lin-53p::lin-53::gfp</i> + <i>rol-6</i> ]; <i>atfs-1(gk3094)</i> V)                                              | This study         | N/A         |
| LTY451( <i>lin-40(yth27)</i> V; ythIs3[ <i>rgef-1p::egl-20</i> + <i>myo-2p::tomato</i> ] IV; zcIs39[ <i>dve-1p::dve-1::gfp</i> ] II) | This study         | N/A         |
| PHX1984 (syb1984[ <i>dve-1::gfp</i> ] X)                                                                                             | Sunybiotech        | N/A         |
| PHX2115 (syb2115[ <i>lin-40::gfp</i> ] V)                                                                                            | Sunybiotech        | N/A         |

How the deposited data were processed for this re-analysis (not part of the article)

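RNA was measured in whole L4 animals of the WT strain N2 and of lin-40(yth27), with 3 libraries in each of the 4 groups. Each genotype was grown from hatch on empty vector (EV) or cco-1 RNAi bacteria, the latter written EV+cco-1 in the supplementary methods. The authors selected RNA with oligo(dT) beads, sequenced paired ends, trimmed the reads with SeqPrep and Sickle and aligned them with TopHat, for which they state unique matches. The supplementary methods state that gene abundances were quantified with RSEM, and name FPKM as the expression level used for DEGs. The values the authors deposited and that were analysed here were taken as RSEM's expected counts per gene without normalization. This was read from the values, which are mostly whole numbers with totals that differ between libraries, and is not stated in the methods. Their genome build, annotation, RSEM version and the tool behind the DEGs are not given in the sources used here. The expected counts were rounded to whole numbers before any test. No row without a gene or locus name was present, and 0 columns belonged to other samples. Loci assembled from the reads were kept, and 66 of them were tested.

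The library totals lay between 18553449 and 22538076 counts, with a median of 20230217. The TMM factors lay between 0.796 and 1.10. Replicates of a group differed by more than the sampling noise, with a chi-square per degree of freedom of 4.37 to 101 over genes with at least 10 counts. The common dispersion of 0.0679 gives a coefficient of biological variation of 26.1%. Counting intervals cover counting error only.

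All models were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Gene lengths and plots were made in Python 3.11.15 with matplotlib 3.10.9. Genes were kept by edgeR's filterByExpr, scaled by TMM and fitted by edgeR's quasi-likelihood model on all 12 libraries. The comparisons were cco-1 RNAi against EV in each genotype, the difference between these changes (the interaction), and lin-40(yth27) against WT on each kind of bacteria. The Benjamini-Hochberg (BH) adjusted p had to be under 0.05. Standard errors were taken from the fold change and its F statistic. The comparisons, tests and most alternatives were fixed before the data were examined. The named genes follow a rule fixed at the same time, but the paper's table of DEGs had been read by then.

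Gene lists were tested with camera (limma) at a preset correlation of 0.01, and by fry and by camera with the correlation estimated. The lists of the heat map came from the paper's supplementary table. Ribosomal proteins, major sperm proteins and collagens were taken by gene symbol, and a list of 13 genes of the mitochondrial unfolded protein response (UPRmt) was written by hand. Log2 CPM values used a prior count of 2.

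The alternatives were scaling by median of ratios, by upper quartile or by library totals, no filter on low counts (at least 1 count) or a filter of 10 CPM in 3 libraries, DESeq2 on the 12 libraries, a fit of each comparison on its own 6 libraries, a replicate block by the number in the sample titles or by the number in their short names, a threshold of 0.01, and each library left out in turn. A gene without an adjusted p in DESeq2 was left out of the counts of lost genes. Removal of the trend with gene length, by a spline with 4 degrees of freedom in each library, was added after the data were seen, alone and together with the block by title number. So was a DESeq2 fit on the 6 libraries of each comparison, with every gene that had at least 1 count and with fold changes shrunken by DESeq2's prior. It was chosen after the paper's table had been set beside the values here, and it was not applied to the interaction or to gene lists. A tested change counts as reversed where its sign changes and either value passes the threshold.

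Whether the replicate numbers pair the samples was checked by correlating, across genes, the deviations of same-numbered EV and cco-1 libraries from their group means. In WT the correlations were 0.722, 0.588 and 0.288 for replicates 1, 2 and 3, so WT libraries with a shared number deviate together. The title numbers and the numbers in the short names pair the WT libraries alike. Across the genotypes, same-numbered libraries by title had correlations of 0.467, 0.278 and 0.169 on EV, and −0.376, −0.216 and −0.168 on cco-1 RNAi. A pairing by title number is thus possible on EV but not established, since short-name numbers gave −0.426 and 0.169 there. A replicate block across the genotypes, within each kind of bacteria, was therefore added after the data were seen for the genotype comparisons, by title number and by short-name number.

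The procedure was tested on simulated data with the means, totals and dispersions of these libraries, in which 200 genes were changed by 2-fold or 4-fold in WT on cco-1 RNAi alone. The simulated libraries were independent, and a gene had the same dispersion in every group. The WT pairs and the unequal spread of the genotypes were thus left out, so the rates may not hold for these data. edgeR recovered 57.6% of the changed genes it tested in WT (74.8% of the 4-fold changes and 37.4% of the 2-fold changes), and 8.06% of its calls were false. For the interaction it recovered 37.9%, with 2.60% false, and it made 0 calls in lin-40(yth27), where no gene was changed. DESeq2 recovered 72% in WT and 51.5% for the interaction, with 17.7% and 20.8% of its calls false. DESeq2 on 6 libraries with shrunken fold changes recovered 68.5% in WT, with 27.5% false. With the block by title number, edgeR recovered 49.0% in WT and 28.8% for the interaction.

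Coordinates come from the Ensembl release 115 annotation of WBcel235, matched by gene identifier. Genes with near-identical copies, such as act-3 and hsp-16.2, are uncertain. The methods state unique matches for the alignment, but not how RSEM divided reads shared by copies. The GO terms of fig. S7 and the reporter and qPCR measurements were not analysed here.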

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

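The tests of the gene lists, the 100 regroupings, the scalings and the fits without single libraries were planned. The tests of gene length, expression level, lin-40(yth27) cco-1 replicate 3 and the knockdown as explanations, and the 80 regroupings, were chosen only after the result was seen.

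A test of the difference itself, the interaction term, gave 5 gene lists whose response to cco-1 RNAi differed between the genotypes. The difference in median log2 fold change, lin-40(yth27) minus WT, was 0.36 for the TCA cycle, 0.91 for mitochondrial-encoded OXPHOS, 0.43 for nuclear-encoded OXPHOS, 0.34 for glycolysis and 0.56 for ribosomal proteins (camera, limma, with BH adjustment). None of the 5 passed under fry or with an estimated correlation between genes. No single gene passed for the interaction with edgeR without a replicate block, while 1688 had an unadjusted p under 0.05 and DESeq2 called 58. With a block edgeR called 1 gene by title number and 1023 by short-name number. With library totals in place of TMM, the differences were 0.06, 0.58, 0.13, 0.03 and 0.24, on a scale where the median difference of all genes was −0.31 in place of −0.04.

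The EV and cco-1 labels were exchanged within each genotype in 100 ways, the real one included. Such exchanges ask whether cco-1 RNAi changed a list at all, and not whether equal changes occurred in both genotypes. A median as far from 0 came up in 1 of 100 for mitochondrial-encoded OXPHOS, 2 for nuclear-encoded OXPHOS and 4 for ribosomal proteins. In that sense only, for each of these lists taken alone chance can be excluded at a level of 0.05. After BH adjustment over the 8 lists tested in this way (0.08, 0.08 and 0.107) it cannot. It came up in 9 for the TCA cycle and 7 for glycolysis, where chance cannot be excluded. Since the WT libraries deviate together by number, the 80 regroupings that part the 3 WT pairs, as the real one does, were also run. Of these 1 came as far for mitochondrial-encoded OXPHOS, 1 for nuclear-encoded OXPHOS and 1 for glycolysis (0.0333 for each after BH over the 8 lists), 2 for the TCA cycle (0.05) and 3 for ribosomal proteins (0.06).

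By camera, a trend with gene length alone does not account for the differences. With that trend removed the medians were 0.49 for the TCA cycle, 0.88 for mitochondrial-encoded OXPHOS, 0.40 for nuclear-encoded OXPHOS, 0.43 for glycolysis and 0.41 for ribosomal proteins, all past the threshold with camera. Under fry none passed there (lowest BH-adjusted p 0.166, fry, limma). Nor does lin-40(yth27) cco-1 replicate 3 alone, the highest library of its group for these lists with TMM. Without it the medians were 0.24, 0.66, 0.28, 0.21 and 0.27, again past the threshold with camera. Under fry none passed here either (lowest BH-adjusted p 0.0507, fry, limma).

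Expression level gave a mixed answer. Among 10000 random lists matched on mean expression, the difference stood at percentile 100 for mitochondrial-encoded OXPHOS, 100 for nuclear-encoded OXPHOS and 100 for ribosomal proteins, but at 73.0 for the TCA cycle and 85.3 for glycolysis, so a trend with expression level may account for these last lists. With lists matched on gene length and expression level together, the percentiles were 97.2 for the TCA cycle, 100 for mitochondrial-encoded OXPHOS, 92.6 for nuclear-encoded OXPHOS, 97.8 for glycolysis and 99.99 for ribosomal proteins. The first and the third lie within the middle 95% of the random lists, so a joint trend with length and expression could explain the TCA cycle and nuclear-encoded OXPHOS. This holds for the difference between the genotypes and not for the rise in lin-40(yth27) alone, where the percentiles were 100 for the TCA cycle, 100 for mitochondrial-encoded OXPHOS, 100 for nuclear-encoded OXPHOS and 99.99 for glycolysis. In WT they were 93.3, 3.01, 99.5 and 98.1, so the fall of nuclear-encoded OXPHOS there (−0.117) was smaller than that of genes of like length and expression (−0.182).

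For mitochondrial-encoded OXPHOS and ribosomal proteins, neither these trends nor lin-40(yth27) cco-1 replicate 3 alone accounts for the whole difference, while a weaker knockdown is taken up below. The random lists matched on length and expression together had a median of 0.37 for the first and 0.45 for the second, against 0.91 and 0.56, so most of the ribosomal difference is shared with genes of like length and expression. For the rest, 0.538 and 0.115, a response to cco-1 RNAi that depends on lin-40 remains a candidate explanation. Chance remains open for both lists, since the regroupings do not test equal changes in the genotypes. For ribosomal proteins the regroupings themselves left it open as well (3 of 80 regroupings, 0.06 after BH). Selection of RNA by its poly(A) tail, to which mitochondrial transcripts are sensitive, remains open, as does the stage of the animals, since these were not tested against the lists.

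A weaker knockdown of cox-5B in lin-40(yth27) would leave the change of a list between 0 and that in WT. Since library totals shift all genes, the changes were taken relative to the median of all genes. With TMM, in lin-40(yth27) against WT, they were 0.277 against −0.126 for the TCA cycle, 0.602 against −0.390 for mitochondrial-encoded OXPHOS, 0.347 against −0.177 for nuclear-encoded OXPHOS and 0.263 against −0.068 for glycolysis. With library totals they were 0.262 against −0.119, 0.562 against −0.387, 0.325 against −0.175 and 0.227 against −0.064. Taken so, the scalings nearly agree by construction and count as 1 result. For these 4 lists all 3 lin-40(yth27) libraries on cco-1 RNAi scored above all 3 on EV relative to all genes. Not taken so, library totals gave 0.08 against 0.07, 0.38 against −0.19, 0.15 against 0.02 and 0.05 against 0.13. Glycolysis then lies between 0 and the WT change. The relative values argue against a weaker knockdown alone for these lists only if the median gene did not change. A response that changes direction with the dose was not tested. A weaker knockdown remains open for ribosomal proteins (0.410 against −0.245), where the libraries on EV and cco-1 RNAi overlapped.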

How the results depend on the processing

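All values are changes upon cco-1 RNAi, or counts of DEGs, under other settings than the one reported. Most differ from it in a single choice. The title block with the gene-length trend removed differs in 2, and the DESeq2 fit with shrunken fold changes in the tool, the libraries, the filter and the shrinkage. The fits with the gene-length trend removed, the DESeq2 fit on its own 6 libraries with shrunken fold changes, and the replicate blocks across the genotypes were chosen only after the data were seen.

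The replicate numbers of lin-40(yth27) show no clear pairing of its libraries. The correlations of same-numbered libraries were −0.324, −0.192 and −0.113 by title number, and 0.290 and −0.113 for the 2 shared short-name numbers. With the block by title number the DEGs were 1249 in WT, 252 in lin-40(yth27) and 1 for the interaction. With the block by short-name number they were 2366, 375 and 1023, and the share of WT DEGs not shared was 93.2%. It pairs the WT libraries in the same way, so in WT the blocks differ only through the shared estimate of the spread. In lin-40(yth27) it leaves EV replicate 2 and cco-1 replicate 1 without a partner. Sperm protein medians passed under both blocks, in WT at 0.47 and 0.47 and for the interaction at −0.48 and −0.44. Collagens passed with the short-name block, at 0.018 in lin-40(yth27), where the sign reversed, and at −0.0069 for the interaction. The title block changed no other call among the lists.

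DEGs of cco-1 RNAi in WT, 929 as reported, were 1455 with DESeq2, 274 on the own 6 libraries, 276 at a threshold of 0.01 and 1441 with the title block and the gene-length trend removed. Leave-one-out fits gave 292 to 1039. DEGs in lin-40(yth27), 173 as reported, were 99 with library totals only, 395 with DESeq2, 93 with the gene-length trend removed, 575 with shrunken DESeq2 and 29 at 0.01, with 26 to 209 in leave-one-out fits. The interaction count was 58 with DESeq2 and 0 to 0 in leave-one-out fits. The genotypes on EV, 56 DEGs as reported, gave 20 with the stricter filter, 457 with DESeq2, 37 on the own 6 libraries, 555 with shrunken DESeq2 and 8 at 0.01, with 6 to 92 in leave-one-out fits. On cco-1 RNAi, 93 DEGs as reported, they gave 39 with library totals only, 26 with the stricter filter, 402 with DESeq2, 4 on the own 6 libraries, 22 with the gene-length trend removed, 180 with shrunken DESeq2 and 7 at 0.01, with 6 to 258 in leave-one-out fits. With the replicate block across the genotypes, the DEGs were 9 on EV and 2 on cco-1 RNAi by title number, and 1 on EV and 1 on cco-1 RNAi by short-name number. By short-name number the shared libraries had correlations of −0.426 and 0.169 on EV and −0.376, −0.216 and −0.168 on cco-1 RNAi, so these numbers do not pair them.

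The share of WT DEGs not shared, 86.1% as reported, was 73.4% on the own 6 libraries, 91.6% with the gene-length trend removed, 89.0% with the title block and the trend removed, 78.3% with shrunken DESeq2 and 91.3% at 0.01, with 77.7 to 96.3% in leave-one-out fits. Of the WT DEGs, 59.5% remained with library totals only, 28.4% on the own 6 libraries and 99.8% with DESeq2.

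Under fry and with an estimated correlation none of the calls among the lists held, while the medians are those of camera: in WT −0.33 for mitochondrial-encoded OXPHOS, −0.12 for nuclear-encoded OXPHOS, −0.18 for ribosomal proteins and 0.29 for the UPRmt list. In lin-40(yth27) they are 0.25 for the TCA cycle, 0.57 for mitochondrial-encoded OXPHOS, 0.32 for nuclear-encoded OXPHOS, 0.23 for glycolysis, 0.38 for ribosomal proteins and 0.36 for the UPRmt list. For the interaction they are 0.36, 0.91, 0.43 and 0.34 for the 4 heat map lists and 0.56 for ribosomal proteins. The calls for these in lin-40(yth27) and the interaction held under every other setting at 0.05 and without each library, though not all settings keep the size.

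Mitochondrial-encoded OXPHOS in WT (−0.33, adjusted p = 0.0499 from camera, limma, with BH) did not pass with median-of-ratios scaling (−0.33), library totals (−0.19), upper-quartile scaling (−0.35), the stricter filter (−0.30), DESeq2 (−0.33), the gene-length trend removed (−0.36) or at 0.01. Its adjusted p ranged from 0.00483 to 0.588 over its alternatives and its median from −0.37 to −0.26 in leave-one-out fits. Nuclear-encoded OXPHOS in WT reversed to 0.017 with library totals (−0.175 relative to the median of all genes, against −0.177 with TMM) and did not pass with the stricter filter (−0.085), with −0.19 to −0.075 in leave-one-out fits. The TCA cycle in WT ran from −0.16 to 0.047 in leave-one-out fits. The UPRmt list in WT did not pass at 0.01, with 0.18 to 0.43 in leave-one-out fits.

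Sperm proteins passed in WT with the gene-length trend removed (0.60) and with the title block as well (0.42), with −0.21 to 1.21 in leave-one-out fits. In lin-40(yth27) they passed in the same settings (−0.28 and −0.29). For the interaction they passed with upper-quartile scaling (−0.61), DESeq2 (−0.66), the trend removed (−0.83) and the title block and trend removed (−0.66), with −1.21 to 0.14 in leave-one-out fits. Collagens in lin-40(yth27) passed with library totals (−0.27), and reversed without lin-40(yth27) EV replicate 1 (0.15) and without lin-40(yth27) cco-1 replicate 1 (0.08), with −0.20 to 0.15 in leave-one-out fits. For the interaction, collagens reversed without WT cco-1 replicate 2 (0.24), with −0.32 to 0.24 in leave-one-out fits.

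For single genes named in the text, calls past the threshold kept their side of it in 633 comparisons with an alternative and lost it in 60. Values not past it stayed so in 1513 and passed in 40. None reversed.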

Differences from the paper's values

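The paper's values here are those of its supplementary table of 1440 DEGs. The DESeq2 fit on its own 6 libraries with shrunken fold changes was chosen only after the data and this table were seen, and it is named below beside the alternatives set before the data were examined.

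The paper's table has 349 up-regulated, 230 down-regulated and 579 DEGs in all in lin-40(yth27), against 123, 50 and 173 here. Of 22 alternatives set before the data were examined, DESeq2 on the 12 libraries came within 1.5 times of the first count (270) and of the third (395), and the block by short-name number of the second (154). The others did not. The DESeq2 fit on its own 6 libraries with shrunken fold changes, chosen after seeing the values, gave 351, 224 and 575, and dropped 18 of the paper's 579 DEGs in lin-40(yth27). In WT the paper's 396 up-regulated and 690 down-regulated DEGs stand beside 323 and 606 here, which lie within 1.5 times, and that added fit gave 372 and 647 and dropped 72 of the paper's 1086. With edgeR, 292 of the 396 and 537 of the 690 were DEGs in WT, and 119 of the 349 and 49 of the 230 in lin-40(yth27). All of the paper's DEGs that were tested here changed in the paper's direction.

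The paper's log2 fold changes are smaller in size than those of edgeR, more so at low counts. The slope of the paper's values on those here was 0.872 in WT and 0.750 in lin-40(yth27) for genes with a mean of at least 50 CPM, and 0.660 and 0.626 for genes under it. Against the added fit with shrunken fold changes, chosen after seeing the values, the slope was 0.995 in WT and 1.004 in lin-40(yth27), with a median absolute difference of 0.0012 and 8.6e-04. Of the 48 named gene values that the table also gives, 25 differed from edgeR by more than the standard error, and all 25 lay within it under the added fit, which dropped 72 of the paper's DEGs in WT and 18 in lin-40(yth27).

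For the following values none of the alternatives set before the data were examined came within the error. In WT the paper gives 5.02 for F22B3.7 (6.94 here), 3.56 for cyp-14A4 (4.95 here), 1.94 for F15B9.6 (3.43 here), −2.44 for fat-7 (−6.41 here, a fitted value that rests on 1 count on cco-1 RNAi), −1.91 for BE0003N10.6 (−3.75 here), −1.80 for asp-17 (−3.12 here), −2.59 for F54B11.11 (−3.06 here) and 2.01 for hrg-2 (2.87 here). In lin-40(yth27) the paper gives 0.83 for F22B3.7 (6.53 here), 2.47 for cyp-14A4 (3.68 here), 2.52 for clec-17 (3.24 here), −0.57 for fat-7 (−3.43 here) and −0.87 for BE0003N10.6 (−2.31 here).

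The other 12 values came within the error under the alternatives named, set before the data were examined, and not under the rest. In WT the paper gives 3.27 for cyp-33C8 (3.66 here; within it without WT EV replicate 2 and without WT cco-1 replicate 2), 2.80 for clec-17 (3.28 here; without WT EV replicate 3), −2.21 for asm-3 (−3.099 here; without WT cco-1 replicate 2) and 2.34 for B0205.13 (2.62 here; without WT EV replicate 3). In lin-40(yth27) the paper gives 2.32 for cyp-33C8 (2.91 here) and −1.53 for F54B11.11 (−2.05 here), both reached with the block by short-name number and without lin-40(yth27) cco-1 replicate 1. It gives −0.34 for asm-3 (−1.42 here), 2.22 for hrg-2 (2.94 here) and −1.15 for lipl-2 (−1.49 here), reached without lin-40(yth27) EV replicate 1 and without lin-40(yth27) cco-1 replicate 1. It gives 2.52 for B0205.13 (2.92 here), reached without lin-40(yth27) EV replicate 1, and −1.50 for T22B7.7 (−2.08 here), reached with the block by short-name number. It gives −1.26 for C30G12.2 (−1.60 here), reached with the block by short-name number and without lin-40(yth27) EV replicate 3, lin-40(yth27) cco-1 replicate 1 or lin-40(yth27) cco-1 replicate 2.

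Some named genes are DEGs in the paper's table and not with edgeR here. In lin-40(yth27) these are hsp-6, reached with the added DESeq2 fit, aco-2, reached with that fit and the block by short-name number, and BE0003N10.6 and pck-1, reached with that fit, with a fit on the own 6 libraries and with the block by title number, pck-1 also with the block by short-name number and both with the title block and the gene-length trend removed. In WT they are rpl-28, reached with the added fit, act-3, reached with the block by short-name number, and ctc-1, reached with the added fit, library totals, the stricter filter, DESeq2, both blocks, and without WT EV replicate 1, lin-40(yth27) cco-1 replicate 1 or lin-40(yth27) cco-1 replicate 3. F22B3.7 and fat-7 in lin-40(yth27) are DEGs here and not in the table.

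The paper states that TCA cycle, OXPHOS and glycolysis genes were significantly up-regulated in lin-40 mutant animals. Here 150 of 172 were higher, and 6 of these passed over all genes and 14 adjusted over the list alone (edgeR, BH). The normalized counts in the paper's heat map sheet give median log2 ratios, computed here from the paper's values, of 0.03 for the TCA cycle, 0.31 for mitochondrial-encoded OXPHOS, 0.06 for nuclear-encoded OXPHOS and −0.02 for glycolysis in lin-40(yth27), against 0.25, 0.57, 0.32 and 0.23 here. In WT they give 0.08, −0.17, 0.04 and 0.11, against −0.07, −0.33, −0.12 and −0.01 here. With library totals only, the values here were 0.08, 0.38, 0.15 and 0.05 in lin-40(yth27), and 0.07, −0.19, 0.02 and 0.13 in WT, the last 4 with the signs of the paper's sheet.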

Other observations

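The tests of the gene lists and single genes, the settings of the fit other than the one with shrunken fold changes, the splits of the libraries, the random lists matched to the UPRmt list and the test on WT pairs left out of the fit with TMM were planned. The other tests of explanations in this part, and the 80 regroupings, were chosen only after the result was seen.

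Other splits of the libraries. For each count of DEGs, the 6 libraries of the comparison were split 3 against 3 in all 10 ways. The real split gave the most DEGs, so that 1 of 10 splits reached its count for cco-1 RNAi in WT, 1 for cco-1 RNAi in lin-40(yth27), 1 for the genotypes on EV and 1 for the genotypes on cco-1 RNAi. With 10 splits the share cannot fall below 0.05, so chance cannot be excluded by this count. In WT, a split with WT EV replicates 1 and 3 and WT cco-1 replicate 1 against the rest gave 829 DEGs, against 929. It separates 1 of the 3 numbered pairs. Of the 4 splits that part all 3 pairs, as the real one does, the other 3 gave 0. For the other 3 comparisons the other splits gave 0. For the interaction, 15 of 100 regroupings had at least 1688 genes at an unadjusted p under 0.05, where the median of the others was 400 and the most 4458. Of the 80 regroupings that part the 3 WT pairs, 12 did, and the others had a median of 265 and at most 2990. These 12 all keep the WT labels and so carry the WT response to cco-1 RNAi. The counts therefore cannot measure chance for the interaction, which remains open in either way.

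For the gene lists, the number of the 10 splits with a median as far from 0, the real one included, was in WT 6 for the TCA cycle, 1 for mitochondrial-encoded OXPHOS, 3 for nuclear-encoded OXPHOS, 8 for glycolysis, 1 for ribosomal proteins, 7 for major sperm proteins, 6 for collagens and 1 for the UPRmt list. In lin-40(yth27) it was 1 for the TCA cycle, 1 for mitochondrial-encoded OXPHOS, 1 for nuclear-encoded OXPHOS, 1 for glycolysis, 3 for ribosomal proteins, 6 for major sperm proteins, 8 for collagens and 1 for the UPRmt list. Chance cannot be excluded for any of them in this way. Of the 4 WT splits that part all 3 pairs, the number as far from 0 was 1 for the TCA cycle, both OXPHOS lists, ribosomal proteins and the UPRmt list, 2 for major sperm proteins and collagens, and 3 for glycolysis. For the interaction, 56 of 100 regroupings came as far for major sperm proteins, 58 for collagens and 67 for the UPRmt list, so chance cannot be excluded there either.

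Fewer DEGs in lin-40(yth27) than in WT. A larger spread between the lin-40(yth27) libraries is argued against, since their common dispersion was 0.0375 and that of the WT libraries 0.0960. Whether the shared estimate of the spread may account for the difference in number remains open. Fitted on their own 6 libraries with edgeR, WT had 274 DEGs and lin-40(yth27) 251, but DESeq2 on the same libraries with shrunken fold changes gave 1019 and 575, and the block by title number, which follows the WT pairs, 1249 and 252.

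Smaller changes in lin-40(yth27) among the WT DEGs. WT DEGs could have missed the threshold in lin-40(yth27) with the same change in both genotypes. To test this, each WT pair of EV and cco-1 libraries was left out in turn, DEGs were called on the rest, and their median change in lin-40(yth27) was divided by that in the left-out pair. The ratios were 0.439, 0.402 and 0.424, which argues against an equal change, and with library totals in place of TMM the highest was 0.606. For up-regulated genes the ratios were 0.636, 0.777 and 0.717 and for down-regulated genes 0.370, 0.321 and 0.344, so that the median ratio was 2.09 times higher for up-regulated genes. It was 2.26 times higher with median-of-ratios and 2.20 with upper-quartile scaling, but 1.05 with library totals. A uniform weakening of the whole response therefore remains open, since the answer depends on the scaling.

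A weaker knockdown remains open. On cco-1 RNAi, cox-5B was at 52.7% of its EV mean in lin-40(yth27), with 42.5, 53.8 and 61.9% in replicates 1, 2 and 3, and at 32.3% in WT, with 28.8, 29.1 and 39.0%. The median change of the WT DEGs in each library, in the direction of the WT change, was 0.44, 0.29 and 0.30 in lin-40(yth27) and 1.00, 1.03 and 0.81 in WT. The lin-40(yth27) libraries did not rank in the order that a weaker knockdown predicts, but 3 libraries allow 6 orders, and knockdown and genotype cannot be told apart for these genes. Biologically, a response that depends on lin-40 also remains open.

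First principal component. It held 33.9% of the variance and set apart replicate 1 of WT on EV and of WT on cco-1 RNAi, at −67.9 and −67.7. Sequencing depth is argued against, with a Pearson correlation of 0.264 between the component and the library totals (permutation p = 0.411, BH-adjusted 0.411 over 2 relations; Spearman 0.378, permutation p = 0.226; 0.388 without the 2 farthest libraries). Developmental stage may contribute. The scores of the yolk protein genes vit-1 to vit-6 and of the major sperm proteins, as deviations from their group means, rose and fell together across the 12 libraries (Pearson 0.892, p = 0.0246 from permutations within groups, BH-adjusted 0.0492; Spearman 0.853, p = 0.0374; 0.684 without the 2 farthest libraries). Both sets are expressed by the animals studied. The methods state collection at the L4 stage, and finer staging of single samples is not given in the sources used here. Biologically, no difference by genotype or RNAi follows from it, since both libraries are WT.

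lin-40(yth27) cco-1 replicate 3. With TMM, this library scored above the other 2 of its group in the 4 heat map lists and ribosomal proteins. With library totals it did so for mitochondrial-encoded OXPHOS (by 0.138) and ribosomal proteins (by 0.344), and not for the TCA cycle, nuclear-encoded OXPHOS or glycolysis, so for these 3 its place depends on the scaling. A trend with gene length may explain it. Its deviation from the group mean fell with log2 exon length at a slope of −0.13, while the next steepest slope of the 12 libraries was 0.09. Stage is argued against, since its yolk and sperm protein scores lay at most 0.108 (log2) beyond the other 2 libraries. Its 10 most abundant genes held 9.25% of its counts, the highest share of the 12 libraries (median 7.74%), and its TMM factor of 0.796 was the lowest. Against the other 2 libraries this share shifts all other genes by −0.0187 (log2), too little for the distance of ribosomal proteins under either scaling, which argues against these 10 genes as the whole cause. A wider shift toward abundant genes remains open. No biological explanation was tested.

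Ribosomal proteins. The paper follows ribosomal reporters, and the whole family can be read from the RNA-seq. Of 81 genes, 80 were lower in WT upon cco-1 RNAi, with a median of −0.18 (adjusted p = 9.87e-04 from camera, limma, with BH), and 80 were higher in lin-40(yth27), with a median of 0.38 (adjusted p = 4.56e-15). No single gene passed with edgeR, over all genes or adjusted over the list alone, and DESeq2 on the 12 libraries called 0 in either genotype. With shrunken fold changes on its own 6 libraries it called 1 in WT, rpl-28 (adjusted p = 0.0275 with BH, within a range of 0.0275 to 0.561 over its alternatives), and 0 in lin-40(yth27). At an unadjusted p under 0.05 there were 0 genes in WT and 9 in lin-40(yth27). With library totals the medians were −0.05 and 0.19. Without lin-40(yth27) cco-1 replicate 3 the median in lin-40(yth27) was 0.10. Neither call held under fry (0.787 and 0.336) or with an estimated correlation (0.963 and 0.683). The change was −0.38 in WT and 0.36 in lin-40(yth27) for rpl-28, with standard errors of 0.20 and 0.20, and −0.23 and 0.37 for rpl-7A, none past the threshold (adjusted p 0.326, 0.519, 0.523 and 0.464 with edgeR and BH). The technical explanations tested on the difference between the genotypes are given with the 5 lists above, where random lists matched on gene length and expression level together put it at percentile 99.99, with a median of 0.45 against 0.56. In WT the random lists had a median of −0.186 against −0.185, which put ribosomal proteins at percentile 51.7, so the fall in WT is that of genes of like length and expression. In lin-40(yth27) they had a median of 0.23 against 0.38. For the part of the difference beyond that of the matched lists, a response that depends on lin-40 may be a candidate explanation.

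UPRmt list. Of 13 genes, 11 were higher upon cco-1 RNAi in WT, with a median of 0.29 (adjusted p = 0.0102 from camera, limma, with BH), and 11 in lin-40(yth27), with a median of 0.36 (adjusted p = 4.93e-05). Past the threshold over all genes were 2 higher genes in each genotype, and 4 in each adjusted over the list alone. The difference between the genotypes had a median of 0.08 (adjusted p = 0.716), and −0.008 to 0.19 as each library was left out. With library totals it was −0.19, where the median of all genes was −0.31. Relative to all genes it was 0.12 under both scalings. Neither call held under fry (0.0855 and 0.0781) or with an estimated correlation (0.683 and 0.683). The WT call did not hold without WT EV replicate 2 (median 0.18, adjusted p = 0.133) or WT cco-1 replicate 1 (0.20, 0.190), with camera and BH in limma, within a range of 9.72e-04 to 0.683 over its alternatives. A trend with gene length is argued against. Among random lists matched on exon length and mean expression, the list stood at percentile 99.8 in WT and 99.98 in lin-40(yth27). The rise of UPRmt genes in both genotypes may be a response to cco-1 RNAi. The gene for hsp-6, whose promoter drives the paper's reporter, changed by 0.25 in WT and 0.53 in lin-40(yth27), neither past the threshold with edgeR. With DESeq2 on its own 6 libraries and shrunken fold changes, hsp-6 passed in lin-40(yth27) (adjusted p = 0.00322 with BH, within a range of 0.00322 to 0.729 over its alternatives).

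Major sperm proteins and collagens. Of 28 tested sperm protein genes, 28 were higher in WT upon cco-1 RNAi, with a median of 0.64 (adjusted p = 0.0904 from camera, limma, with BH; 0.47 and past the threshold with the replicate block by title number, with an adjusted p of 4.19e-09 to 0.963 over its alternatives). In lin-40(yth27) 23 were lower, with a median of −0.05 (adjusted p = 0.821), and the difference had a median of −0.66 (adjusted p = 0.0673). The WT median ran from −0.21 to 1.21 as each library was left out, and stage may explain this spread, given the correlation of 0.892 between sperm and yolk scores within groups. That correlation does not settle the WT rise itself. From EV to cco-1 RNAi the WT sperm score went from −0.49 ± 1.28 (SD, n = 3) to −0.07 ± 1.69. The yolk score went the other way, from 0.28 ± 1.32 to −1.63 ± 2.54. In lin-40(yth27) the yolk score fell from 2.27 ± 0.44 to −0.92 ± 1.01, with no overlap of the libraries. The sperm score there went from 0.30 ± 0.38 to 0.26 ± 0.29. On EV, all lin-40(yth27) libraries had a higher yolk score than all WT libraries. A difference in stage with RNAi or genotype is therefore not excluded. Of 131 collagen genes, 85 were higher in WT, with a median of 0.18 (adjusted p = 0.744), and 60 in lin-40(yth27), with a median of −0.08 (adjusted p = 0.351), and the difference had a median of −0.17 (adjusted p = 0.716). In the last 2, camera pointed up while the median was below 0. The WT collagen median ran from −0.215 to 0.327 as each library was left out, so its sign rested on single libraries. No biological explanation was tested for either family.

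Genes named in the paper. Of the 25 genes that the paper names and the RNA-seq can measure, cox-5B alone was a DEG upon cco-1 RNAi in either genotype in the edgeR fit reported. Others passed in WT under single alternatives. With DESeq2 on the 12 libraries, atfs-1 passed (log2 fold change 0.37 in edgeR, adjusted p = 0.0909 with edgeR, 0.0443 with DESeq2, and 0.0255 to 0.260 over its alternatives), also with the stricter filter and the short-name block, as did met-2 (0.45, 0.0908 and 0.0460, and 0.0232 to 0.242), also with the short-name block. With edgeR, hsp-4 (−0.64) passed without WT EV replicate 2 (adjusted p = 0.00829 with BH, and 0.00829 to 0.355 over its alternatives), pdhb-1 (−0.37) with the short-name block (0.0465, and 0.0465 to 0.360), act-3 (−0.47) with the short-name block (0.0426, and 0.0426 to 0.440) and aco-2 (0.38) with library totals (0.0407, and 0.0407 to 0.563). rpl-28 passed in WT and hsp-6 in lin-40(yth27) only with shrunken DESeq2, as given above. In lin-40(yth27), aco-2 (0.56) passed with the short-name block and with shrunken DESeq2 (adjusted p 0.0291 to 0.0489 with BH, and 0.0291 to 0.696 over its alternatives). atfs-1 and met-2 may be genes near the threshold, as their values with DESeq2 lie just under it.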
